# Cell type diversity in a developing octopus brain

**DOI:** 10.1038/s41467-022-35198-1

**Published:** 2022-11-30

**Authors:** Ruth Styfhals, Grygoriy Zolotarov, Gert Hulselmans, Katina I. Spanier, Suresh Poovathingal, Ali M. Elagoz, Seppe De Winter, Astrid Deryckere, Nikolaus Rajewsky, Giovanna Ponte, Graziano Fiorito, Stein Aerts, Eve Seuntjens

**Keywords:** Cell type diversity, Genetics of the nervous system, Molecular neuroscience

## Abstract

Octopuses are mollusks that have evolved intricate neural systems comparable with vertebrates in terms of cell number, complexity and size. The brain cell types that control their sophisticated behavioral repertoire are still unknown. Here, we profile the cell diversity of the paralarval *Octopus vulgaris* brain to build a cell type atlas that comprises mostly neural cells, but also multiple glial subtypes, endothelial cells and fibroblasts. We spatially map cell types to the vertical, subesophageal and optic lobes. Investigation of cell type conservation reveals a shared gene signature between glial cells of mouse, fly and octopus. Genes related to learning and memory are enriched in vertical lobe cells, which show molecular similarities with Kenyon cells in *Drosophila*. We construct a cell type taxonomy revealing transcriptionally related cell types, which tend to appear in the same brain region. Together, our data sheds light on cell type diversity and evolution in the octopus brain.

## Abstract (web summary)

The brain cell types of Octopus vulgaris that control their sophisticated behavioral repertoire are still unknown. Here, authors use single-cell transcriptomics to profile neuronal and glial cell types and compare cell type relationships within the octopus brain and across species.

## Introduction

Cephalopods, such as cuttlefish, squid, and octopus, are enigmatic organisms that have evolved impressive cognitive capabilities. They can display a range of complex behaviors like problem-solving, tool use, and millisecond camouflaging skills, for which higher cognitive functions are likely required^1–4^. Although the basic design of an octopus brain is typically molluscan, with a neuropil surrounded by a layer of monopolar neuronal cell bodies, its anatomical complexity is unparalleled among invertebrates^5^. Octopuses have a large centralized brain with more than 30 differentiated lobes and an intricate organization to support the transfer, integration, and computation of information^6,7^.

The octopus brain consists of (1) two optic lobes, involved in visual sensory processing and memory storage of visual information; (2) the supraesophageal mass (sem), a sensory-motor, associative and integrative center, which contributes to long-term memory storage; and (3) the subesophageal mass (sub), responsible for motor and visceral coordination and other sensory processing^6^. The central nervous system of an adult octopus counts about 200 million cells, which is comparable to the number of neurons in the brain of a tree shrew^8,9^. The optic lobe (ol) consists of a cortex and a medulla. Its laminated cortex, also referred to as ‘deep-retina’, contains different types of amacrine and bipolar cells, while medulla neurons are organized in islands of unipolar nerve cells, and small and large tangential cells^6,10^. Within the central sem and sub masses, there is heterogeneity of cell sizes between different regions, but also within regions. The vertical lobe, which has been posited to be the functional analog of the invertebrate mushroom body and the mammalian pallium^5,11^, contains 26 million neurons that are mostly small amacrine cells but also a few large projecting neurons close to the neuropil^6,9^.

Although cell types present in the adult octopus brain have been characterized morphologically by J.Z. Young^6,10^, the precise number of functionally different cell types is unknown, and their molecular signature is unresolved. Data from several studies suggest that dopamine^12^, GABA^13^, serotonin^14^, peptides (FMRFa^15,16^, VD1/RDP2^17^), and nitric oxide^18^ may act as neurotransmitters and/or neuromodulators during cephalopod development, suggesting the existence of a large variety of cell types.

The advent of genomic data now makes a deeper analysis of cell-type diversity possible. The first octopus genome has highlighted the expansion of gene families such as protocadherins (PCDH), G-protein coupled receptors (GPCR), and Zinc-finger transcription factors (ZnF) in *Octopus bimaculoides*^19^. These gene families have known roles in brain development and neural wiring in complex-brain species^20–22^. Whether these peculiar expansions have contributed to cell-type diversity in octopus is unknown.

The common octopus, *Octopus vulgaris*, lays hundred of thousands of transparent eggs, which take ~1 month to complete embryonic development and hatching^23^. At this point, free swimming paralarvae undergo a planktonic phase before they adopt the benthic lifestyle^24^. Their brain develops from an embryonic neurogenic region surrounding the eyes and contains all major lobes of the adult structure in miniature form^25,26^ (see Fig. 1a–c). Upon hatching, the paralarval brain consists only of an estimated 200,000 cells^27^, which makes it an attractive structure to build a cell-type atlas.

**Fig. 1:**
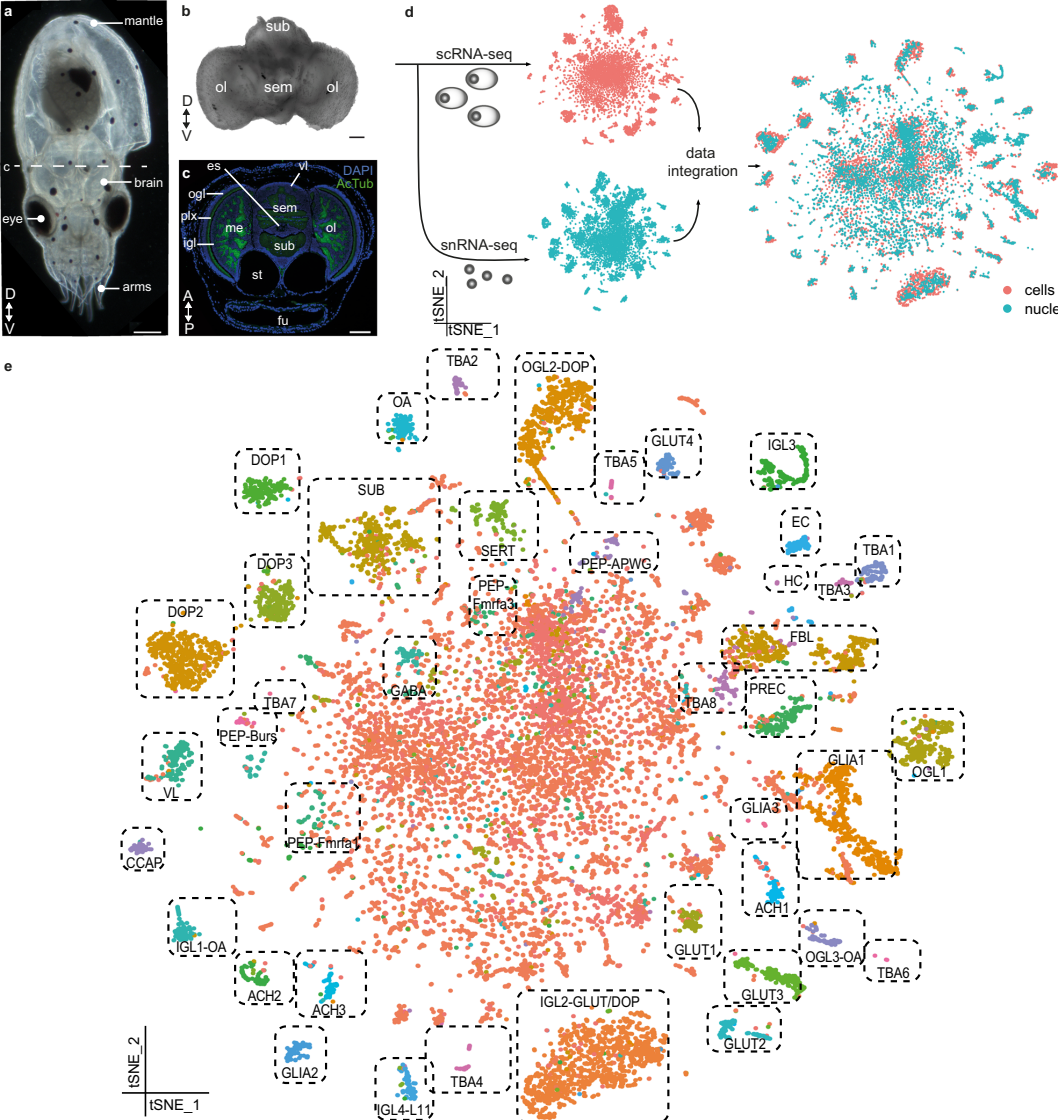
Cellular diversity in the developing octopus brain. **a** One-day-old *Octopus vulgaris* paralarva. The dashed line indicates the sectioning plane in **c**. **b** Anterior view of a dissected brain. **c** Representative transversal section of a larva with annotated anatomical structures. **d** Experimental design of this study. Single cell and nuclei RNA sequencing was performed with 10x Genomics and data integration resulted in a filtered dataset of 17,081 high-quality cells. **e** t-SNE representation of the integrated sc and snRNA-seq data. Annotated cell types are labeled. All scale bars represent 100 µm. A anterior, ACH cholinergic neurons, AcTub acetylated tubulin, CCAP cardioactive peptide cells, DOP dopaminergic neurons, D dorsal, EC endothelial cells, es esophagus, FBL fibroblasts, fu funnel, GABA GABAergic neurons, GLUT glutamatergic neurons, HC hemocytes, igl inner granular layer, IGL inner granular layer cells, me medulla, OA octopaminergic neurons, ogl outer granular layer, OGL outer granular layer cells, ol optic lobe, P posterior, PEP peptidergic neurons, PREC precursor cells, plx plexiform layer, sem supraesophageal mass, SERT serotonergic neurons, sub subesophageal mass, SUB subesophageal neurons, st statocysts, TBA to be annotated, V ventral, vl vertical lobe, VL vertical lobe cells.

In this study, we report on cell-type diversity in the *O. vulgaris* brain at hatching. Comparing and combining single-cell and single-nuclei datasets, we systematically characterize 42 cell types within the brain and describe their transcriptomes. We spatially map several of these cell types with in situ hybridization and use cross-species comparisons to predict conserved cell types and compare gene expression signatures. We identify key transcription factors specifying cell types within the brain and provide evidence that several cell types display unique combinations of PCDH, ZnF, or GPCR, suggesting that octopus-specific gene expansions contributed to increased cell-type diversity. While we estimate the diversity of octopus brain cell types to be larger than our current view, our results are a valuable resource for future studies and offer insights into the molecular profile of octopus brain cells and the evolution of cell types.

## Results and discussion

### Generation of a single-cell and single-nucleus transcriptome atlas

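Brains of 1-day-old O. vulgaris paralarvae were profiled by droplet-based 3′ RNA sequencing (10x Genomics), which counts RNA molecules by unique molecular identifiers (UMIs) in single cells or single nuclei. There were 2 libraries, nuclei and cells, each made from its own pool of 30 brains. The cells were released by enzymatic dissociation, and the nuclei were isolated by homogenization on ice. The nuclei library held 37785136 UMIs in 8910 barcodes, and the cells library held 62830838 UMIs in 14265 barcodes. The authors counted UMIs per gene with Cell Ranger 5.0.1, with intronic reads kept, on the Octopus sinensis genome with extended 3′ ends of genes, and deposited these raw counts for 25377 genes with a cell-type label for each cell that passed their filters. Those labels, from the authors' clustering of both libraries after integration, were used here as they stand. They name 42 stable cell types, and mark all other cells as unstable or not separated. For comparisons between groups of cells, raw counts were summed per library and group, because cells are not replicates. The 4 resulting sums were fitted with edgeR's quasi-likelihood test with the library as a block, TMM normalization and Benjamini-Hochberg adjustment over genes with at least 10 counts in at least 2 of the 4 sums. An adjusted p under 0.05 was called higher or lower. With 1 library of each kind, such a p sets a difference against the disagreement between the 2 libraries, as estimated over many genes. In most group comparisons a gene's own disagreement between the libraries carried no weight. The libraries were prepared by different methods from separate pools. Since the cell types were defined on the same counts, genes that define a type are descriptions of it and not independent results. No test was made between cells and nuclei, and values of the 2 libraries are set side by side. Shares of cells are given with exact binomial 95% intervals and ratios of counts scaled to the depth of the library (CPM) with exact Poisson 95% intervals, both of which cover counting error only. To compare shares or numbers of genes at equal depth, each cell was thinned at random to 1000 UMIs and shallower cells were left out, which removed 1004 nuclei and no cell.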

We performed 10x Genomics single-cell RNA sequencing using both nuclei and cells from dissected brains of one-day-old *O. vulgaris* paralarvae (Fig. 1a–d, see also Methods). The genome annotation of the draft genome of *O. vulgaris* is very poor because of its fragmentary assembly^28^. Therefore, we mapped the reads to the chromosomal scale genome assembly of *Octopus sinensis*^29^, a very closely related species to *O. vulgaris*^30^. We were able to map 80 and 88.4% of all reads to this genome, for the nuclei and cells, respectively. We improved the genome annotation of this assembly to further optimize the accuracy of gene expression counts. Since this single-cell RNA-seq method is biased towards 3′ ends of messenger RNAs, we improved the 3′ UTR annotation by integrating FLAM-seq^31^ and Iso-Seq (PacBio) full-length mRNA sequencing data of embryonic, paralarval, and adult octopus tissue^25,32^ (Supplementary Fig. 1 and Data 1). With this new annotation, the percentage of reads that mapped confidently to the transcriptome increased significantly (from 32.5 to 45.6% for the nuclei and from 49.4 to 58.8% for the cells; Supplementary Data 2). We obtained 8517 nuclei and 8564 cells that passed QC thresholds (on gene counts and mitochondrial reads, see Methods). 

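The deposited annotation holds 8517 nuclei and 8564 cells. Gene limits of 400 to 4000 for nuclei and 800 to 4000 for cells, with at most 5% mitochondrial UMIs, left 8516 nuclei and 8567 cells when applied to the deposited barcodes. In the cells library 5245 barcodes lay below the lower gene limit and 439 above the upper, while in the nuclei library 15 lay below and 376 above. The annotated cells carried 77.7% of the UMIs of their library and the annotated nuclei 72.7%. Mitochondrial RNA was a median of 0.407% of UMIs in cells and 0.186% in nuclei.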

The median number of genes detected was 1351 and 1506 for nuclei and cells, respectively. 

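Over all barcodes in the files the median number of genes was 1351 in nuclei and 1506 in cells. Over the annotated barcodes alone it was 1316 in nuclei and 2121 in cells. Annotated cells held a median of 5102 UMIs (quartiles 3199.75 and 7619), and annotated nuclei held 2462 (1439 and 4001). Cells thus held more UMIs per barcode than nuclei, which bears on every share of positive cells.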

After batch effect correction, we combined these cells and nuclei into a single dataset containing 17,081 high-quality transcriptomes. This evidence-guided approach to annotate 3′UTRs and novel genes based on full-length RNA sequencing led to more reliable results and a higher number of estimated cells. 

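Together the libraries gave a median of 1693 genes and 3566 UMIs per annotated cell. The merged count table holds 17961 genes, and its entries equal those of the separate libraries except for genes seen in fewer than 10 barcodes of a library, which are set to 0 there. Of the 17081 transcriptomes, 7726 (45.2%) belonged to the stable cell types, and the other 9355 (54.8%) lay in clusters marked unstable or not separated.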

Even in established model organisms such as zebrafish, a similar approach led to the identification of additional cell types^33^. This method and resource (Supplementary Data 1) might aid other researchers in mapping bulk and scRNA-seq datasets.

We used a dual approach in sequencing cells and nuclei. By combining both datasets, we aimed to (1) increase the power of the analysis by analyzing more cells and therefore being able to identify more cell types and (2) identify and avoid technical artefacts introduced by a specific method. Almost all the clusters contained data points from both cells and nuclei (Supplementary Fig. 2c), which is a strong argument that we identified clusters that represent real cell types. 

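Of the 42 stable cell types, 41 held cells of both libraries, and 40 drew between 10 and 90% of their cells from the nuclei. The exceptions were the fibroblast-like cells (FBL), with 93.5% of their cells from nuclei, and TBA8, whose 64 cells all came from the cells library. The 41 types with cells in both libraries were also compared by their mean expression profiles, centred on the mean of all types over the 3000 most variable genes. For all 41 types the profile in cells correlated best with the profile of the same type in nuclei. The types were defined on both libraries together, so this match is not independent of the clustering. From the presence of both kinds of data points in almost all clusters, the paper reasons that the clusters represent real cell types.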

Some cell types were less abundant in the nuclei (ACH1, ACH3, GLIA3, and Pep-burs), while others were underrepresented in the cells (FBL and GLIA2) (Supplementary Fig. 3). scRNA-seq captures more information (lowly expressed genes and cytosolic RNAs) but also introduces dissociation artefacts. 

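The cholinergic type ACH1 made up 1.05% of cells and 0.317% of nuclei, a ratio of 3.32 (95% interval 2.14 to 5.30). ACH3, also cholinergic, was 0.957% of cells and 0.434% of nuclei, a ratio of 2.20 (1.48 to 3.34), and the bursicon neurons PEP-Burs were 0.397% and 0.141%, a ratio of 2.82 (1.42 to 5.98). GLIA3 had 12 cells and 13 nuclei, a ratio of 0.918 (0.383 to 2.18), so that no difference was detectable at this number of cells. FBL had 28 cells and 402 nuclei, a ratio of 0.0693 (0.0454 to 0.102), and GLIA2 had 20 cells and 84 nuclei, a ratio of 0.237 (0.138 to 0.389). The largest glial type, GLIA1, and the endothelial cells (EC) were also fewer among cells, with ratios of 0.351 and 0.379. The ratio of the outer granular type OGL1 was 3.35, and that of the dual-transmitter type IGL2-GLUT/DOP was 2.79 (2.40 to 3.25). Over the stable types, the interval of the ratio lay above 1 in 16 and below 1 in 12. A share of a type depends on how the other types were recovered, and 1 library of each kind gives no replicate of any share.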

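Heat shock proteins are chaperones induced when cells are stressed, and immediate early genes are transcription factor genes switched on within minutes of a stimulus. The 27 genes annotated as heat shock proteins summed to 3629 CPM in the cells and 864 CPM in the nuclei, a ratio of 4.20 (95% interval 4.15 to 4.26). The 4 immediate early genes listed for this comparison, egr1, c-fos/kay, c-jun/ap1 and tis11, summed to 2196.5 CPM in cells and 825 CPM in nuclei, a ratio of 2.66 (2.62 to 2.70). The member median of the ratios was 2.50 for heat shock genes and 3.87 for immediate early genes, at percentiles 100 and 99.78 of 10000 random lists matched on expression. An HSP70-like gene (LOC115219887) had 9524 UMIs in cells and 4 in nuclei, or 195 CPM and 0.146 CPM. The chaperone gene hsp90a (LOC115224220) stood at 940.5 CPM in cells and 78.6 CPM in nuclei, a ratio of 12.0 (11.5 to 12.5). The AP-1 subunit gene c-fos/kay (LOC115222465) had 641 CPM in cells and 34.7 CPM in nuclei, a ratio of 18.5 (17.3 to 19.7), and its partner c-jun/ap1 (LOC115214910) had a ratio of 10.9. Genes of cytosolic ribosomal proteins, whose mRNAs are cytoplasmic, had a ratio of 4.47, and mitochondrial genes had 2.16. Among genes with at least 10 CPM, 257 of 1043 long non-coding RNA genes (24.6%) were more than 2-fold higher in nuclei than in cells, against 290 of 7195 protein-coding genes (4.03%). More than 2-fold higher in cells were 98 of the long non-coding and 1398 of the protein-coding genes. These ratios compare 1 library with 1 library and have no replicate check.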

We did find that heat shock proteins and immediate early genes were highly expressed in the cells, versus lncRNAs in the nuclei (Supplementary Fig. 3d). 

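The zinc finger transcription factor Egr1 is encoded by an immediate early gene that is switched on in neurons by activity. Its gene (LOC115228662) had 697 CPM in nuclei and 957 CPM in cells, a ratio of cells to nuclei of 1.37 (95% interval 1.35 to 1.40). Over all cells the mRNA decay factor gene tis11 (LOC115229692) was also similar in level, with 43.4 CPM in nuclei and 48.1 CPM in cells. Within groups it was not. Clusters marked unstable or not separated had 17.0 CPM in nuclei and 43.7 CPM in cells, and stable neuronal clusters 11.2 and 4.70 CPM. Over all cells egr1 and tis11 therefore differed less between the preparations than the AP-1 genes did.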

Immediate early gene *egr1* (early growth response 1) was highly expressed in the nuclei and might accurately indicate neuronal activation within the snRNA-seq data (Supplementary Fig. 3e)^34^. Varying clustering parameters, such as the number of principal components used, k-nearest neighbor, and cluster resolution resulted in different numbers of clusters and cluster sizes. Since previous knowledge of the expected number of cell types and their molecular markers was scarce, we assigned a stability value to each cluster in order to detect meaningful cell types (Supplementary Fig. 2b)^35^. By subsampling and reclustering the dataset, we identified the optimal clustering parameters that resulted in the highest number of stable clusters. Out of the 87 predicted clusters, 42 could be considered stable clusters (Fig. 1e). 

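Supplementary Data 4 lists the 87 clusters, of which 43 carry a type name, 38 were called unstable and 6 not separated. The 43 named clusters make 42 types, since 2 of them were merged into IGL2-GLUT/DOP. The stability value, a mean Jaccard index over resampled clusterings, ran from 0.61 to 0.99 in named clusters, and 23 of these reached 0.9. The highest value of a cluster called unstable was 0.6. Numbers of cells in the deposited labels equal those of the supplement for 44 of 44 labels. The stable types held from 13 to 917 cells each, and 35 had at least 20 cells in each library.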

We found that this data-driven method^35^ yielded biologically relevant clusters (see below) and was a reliable approach to discover new cell types.

We were able to sequence around 17,000 single-cell expression profiles, which is roughly 9% of the total number of cells in the paralarval brain^27^. The 42 stable clusters found are likely an underestimation of the total number of cell types present. To allow further exploration of this atlas by the community, we made it available as a portal in SCope (https://scope.aertslab.org/#/Octopus_Brain/).

### Cluster annotation based on neurotransmitter and peptide expression

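Elav encodes an RNA-binding protein of post-mitotic neurons, and onecut a transcription factor of differentiating neurons. At least 1 UMI of elav (LOC115215662) was found in 89.8% of all cells (95% interval 89.3 to 90.2), and of onecut (LOC115220621) in 83.6% (83.1 to 84.2). In GLIA1, a glial type that should lack both, the shares were 66.1% (61.9 to 70.1) for elav and 33.0% (29.0 to 37.1) for onecut. Thinned to 1000 UMIs, elav was found in 64.4% of all cells and 40.9% of GLIA1, and onecut in 60.4% and 17.5%. In CPM, elav stood at 1227 over all cells and 619 in GLIA1, and onecut at 1403 and 424. Median depth was 3566 UMIs over all cells and 2349 UMIs in GLIA1. Counted by the labels, glia were 3.90% of all cells (3.61 to 4.20), with 666 cells.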

The majority of cells present in the octopus paralarval brain were neurons (89% *elav*+, 83% *onecut*+, Supplementary Fig. 4a). Several neuronal types strongly exhibited a particular neurotransmitter or a peptidergic phenotype and were annotated accordingly, making use of gene homologs of fly and/or mouse (Fig. 2a). We could identify known cell types in the dataset such as dopaminergic (DOP), GABAergic (GABA), serotonergic (SERT) and peptidergic (PEP-*fmrfa*+) neuronal subtypes. 

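Tyrosine hydroxylase, encoded by th (LOC115215438), makes the precursor of dopamine. Its log2 fold change against all other cells was 0.96 in DOP1 (standard error 0.29, adjusted p = 0.0180 from edgeR), with 0.70 in cells and 1.24 in nuclei. In DOP2 it was 1.83 (standard error 0.23, adjusted p = 3.62e-13), with 1.61 in cells and 2.06 in nuclei, and in OGL2-DOP 2.18 (standard error 0.18, adjusted p = 5.19e-32), with 1.92 and 2.45. The vesicular transporter gene vgat (LOC115215891), needed to load GABA into vesicles, was higher in GABA by 7.72 on the log2 scale (standard error 0.26, adjusted p = 1.38e-178), with 8.74 in cells and 6.74 in nuclei. The serotonin transporter gene sert (LOC115213095) was higher in SERT by 7.83 (standard error 0.41, adjusted p = 9.34e-77), with 9.03 in cells and 6.65 in nuclei. The annotation names LOC115215438 tryptophan 5-hydroxylase 1, and the study's pairing with th was used. All of these types were named by the study from such genes.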

A large body of work has been done on the localization of FMRFamide (*fmrfa*) synthesizing neurons in different cephalopods^17,36–39^. In this study, we identified three different *fmrfa* precursor genes which are differentially expressed between cell types (Fig. 2a). In addition, we identified a range of additional peptides, such as Crustacean cardioactive peptide *ccap*^40,41^, which have not yet been described during cephalopod development. 

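FMRFamides are a family of short peptides used widely by molluscan neurons. The precursor gene fmrfa1 (LOC115218445) was higher in PEP-Fmrfa1 by a log2 fold change of 4.99 (standard error 0.20, adjusted p = 1.56e-127 from edgeR), with 4.88 in cells and 5.10 in nuclei. It reached 29131 CPM there, against 4291 CPM in ACH2, the type with the next highest level. The precursor fmrfa3 (LOC115212296) was higher in PEP-Fmrfa3 by 4.91 (standard error 0.26, adjusted p = 1.68e-76), with 5.39 in cells and 4.43 in nuclei, at 17086 CPM against 1225 CPM in TBA1. The precursor fmrfa2 (LOC115209816) was highest in CCAP, at 8897 CPM, with PEP-Fmrfa1 next at 1162 CPM. Each precursor thus had its highest level in a different type.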

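PRQFVamide is a neuropeptide of molluscan feeding circuits, and its precursor gene prqfva1 (LOC115217507) lies on NC_043007.1 of the Octopus sinensis assembly. In the dopaminergic type DOP3, prqfva1 was higher than in all other cells by a log2 fold change of 1.68 (standard error 0.19, adjusted p = 1.41e-16 from edgeR), with 2.21 in cells and 0.99 in nuclei. In the same type th was higher as well (adjusted p = 6.67e-22), by 1.64 in cells and 2.35 in nuclei. Over both libraries prqfva1 stood at 4042 CPM in DOP3 and 3413 CPM in the vertical lobe type VL. In the nuclei alone its highest level was 2934 CPM in PEP-APWG, with 896 CPM in VL and 844 CPM in DOP3.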

The majority of neurons expressed one or more neuropeptides, in addition to a neurotransmitter, e.g., DOP3; tyrosine hydroxylase (*th*) and *prqfva1*. In contrast, some clusters did not have a clear neurotransmitter phenotype but did express a prominent neuropeptide, for instance, *fmrfa3* (PEP-Fmrfa3) or *ccap* (CCAP) (Fig. 2a).

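The crustacean cardioactive peptide gene ccap (LOC115218107) was higher in CCAP than in all other cells by a log2 fold change of 3.83 (standard error 0.65, adjusted p = 1.82e-06 from edgeR), with 3.12 in cells and 4.56 in nuclei. Its level was 1997 CPM in CCAP and 652 CPM in PEP-Fmrfa1, the next type. Within CCAP the level of fmrfa2 was higher, at 8897 CPM. The bursicon gene burs (LOC115215763) was higher in PEP-Burs by 4.55 (standard error 0.58, adjusted p = 4.93e-11), with 5.39 in cells and 3.62 in nuclei. The APWGamide precursor apwg (LOC115219332) was higher in PEP-APWG by 9.09 (standard error 1.71, adjusted p = 5.08e-05), with 10.59 and 7.59, and reached 68907 CPM there.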

**Fig. 2:**
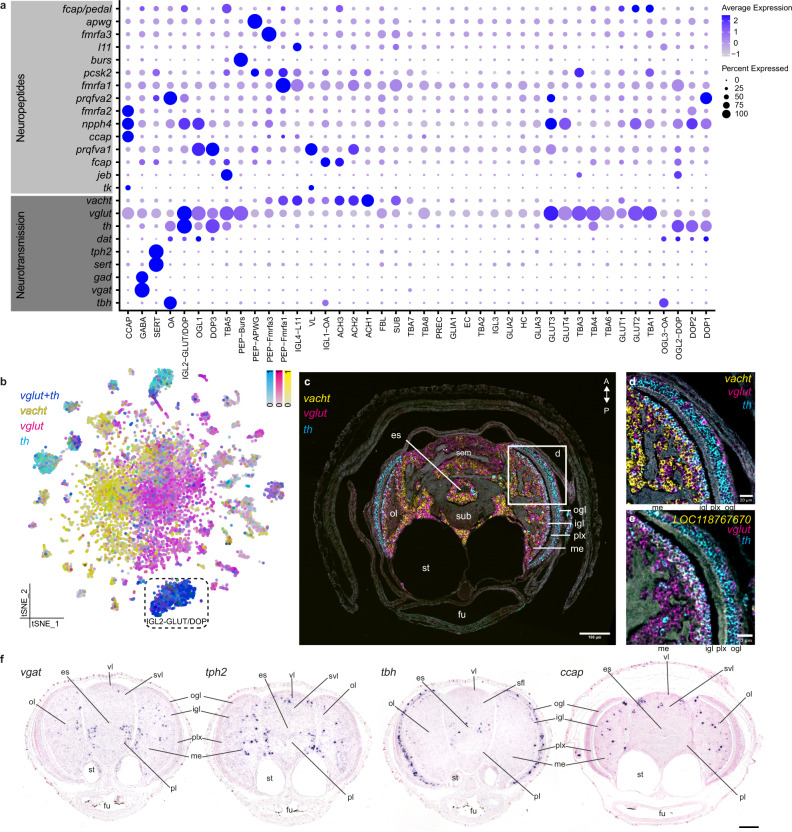
Neurotransmitters and peptides. **a** Dot plot for main neuropeptides and genes involved in the synthesis and transport of neurotransmitters. **b** Expression of *th*, *vglut*, and *vacht* is visualized on a t-SNE plot. *Th* (tyrosine hydroxylase) is shown in cyan, *vglut* (vesicular glutamate transporter) in magenta, and *vacht* (vesicular acetylcholine transporter) in yellow. **c** Multiplexed in situ hybridization chain reaction (HCR) for *th*, *vglut*, and *vacht*. The white square is shown in **d** at a higher magnification. **d** Multiplexed in situ hybridization chain reaction (HCR) in the optic lobe for *th*, *vglut,* and *vacht*. **e** Co-expression of *th* and *vglut* in the inner granular layer of the optic lobe, together with the cluster-specific marker for IGL2-GLUT/DOP; *LOC118767670*. **f** In situ hybridization for *vgat* (vesicular GABA transporter, GABAergic neurons), *tph2* (tryptophan hydroxylase 2, serotonergic neurons), *tbh* (Tyramine β-hydroxylase, octopaminergic neurons), and the neuropeptide *ccap* (Crustacean cardioactive peptide). Scale bars represent 100 µm for the overview images. A anterior, es esophagus, fu funnel, igl inner granular layer, ifl inferior frontal lobe, me medulla, ogl outer granular layer, ol optic lobe, pl pedal lobe, plx plexiform layer, P posterior, sfl superior frontal lobe, st statocysts, svl subvertical lobe, vl vertical lobe.

Furthermore, we show the presence of glutamatergic (vesicular glutamate transporter, *vglut*), cholinergic (vesicular acetylcholine transporter, *vacht*), and putative octopaminergic (tyramine beta-hydroxylase, *tbh*) neurons already at hatching, which were known to occur in adult cephalopod nervous systems (reviewed by ref. 42). 

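Vglut loads glutamate and vacht acetylcholine into synaptic vesicles. Of the glutamatergic types, GLUT3 had more vglut (LOC115220451) than all other cells by a log2 fold change of 1.27 (standard error 0.19, adjusted p = 8.58e-10 from edgeR), with 1.31 in cells and 1.23 in nuclei. GLUT2 was higher by 0.73 (standard error 0.18, adjusted p = 0.00125), with 0.65 in cells and 0.82 in nuclei. GLUT1 had 0.01 (standard error 0.24, adjusted p = 0.999) and GLUT4 had -0.26 (standard error 0.39, adjusted p = 0.946), neither past the test. The vacht gene (LOC115212373) was higher in ACH1 by 1.31 (standard error 0.34, adjusted p = 0.00578), with 1.58 in cells and 0.93 in nuclei, in ACH2 by 1.35 (standard error 0.21, adjusted p = 2.34e-08), with 1.55 and 1.13, and in ACH3 by 0.73 (standard error 0.24, adjusted p = 0.0387), with 0.96 and 0.31. Tyramine beta-hydroxylase, encoded by tbh (LOC115219340), makes octopamine and stood at 4593 CPM in the type OA. Because vglut is found in most neurons, a glutamatergic type is set against a comparison group that also expresses it.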

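A UMI of the glutamate transporter gene vglut was found in 64.3% of all cells (95% interval 63.6 to 65.0), and in 36.5% (32.4 to 40.7) of GLIA1, which should lack it. The acetylcholine transporter gene vacht was found in 28.7% (28.0 to 29.4) of all cells, in 22.4% (18.9 to 26.1) of GLIA1 and in 9.56% (7.00 to 12.7) of the dopaminergic type DOP2. The dopamine synthesis gene th was found in 26.6% (26.0 to 27.3) of all cells and 11.4% (8.80 to 14.4) of GLIA1. Thinned to 1000 UMIs, vglut was found in 49.7% of all cells against 23.3% of GLIA1, vacht in 12.0% against 9.05%, and th in 16.1% against 5.03%. In CPM, vglut stood at 1330 over all cells and 384 in GLIA1, vacht at 176 and 131, and th at 291.5 and 98.3. DOP2, with a median of 2168.5 UMIs per cell, had 49.5 CPM of vacht. Of the GLIA1 cells 16.4% scored as doublets, at a cut set from an expected rate. Doublets may thus add to the GLIA1 shares besides background, which was not tested. The highest levels of th were 3326 CPM in IGL2-GLUT/DOP, 1215 in OGL2-DOP, 1196 in DOP3 and 1016 in DOP2.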

The paralarval brain was mostly glutamatergic (64% *vglut*+) and cholinergic (29% *vacht*+), yet we also found four prominent dopaminergic clusters (27% of all cells are *th*+) (Fig. 2a). Other molecules involved in neuromodulation in the adult octopus nervous system, such as noradrenaline, tyramine, histamine, substance P, somatostatin and VIP, were not identified^42,43^.

On the t-SNE plot, a large central constellation of neurons was visible that we could not assign to a stable cluster. These cells could be divided into a cholinergic and glutamatergic population (Fig. 2b) and quality control metrics were similar for cells in the central constellation and cells in the periphery (Supplementary Fig. 5b). 

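Among cells of the central constellation in the cells library at 1000 UMIs, 48.2% had a UMI of vglut and 17.5% of vacht. Both genes were found in 1.72% (95% interval 1.36 to 2.14), where independent shares would give 8.42%, a ratio of 0.204. In the nuclei 57.6% had vglut and 11.1% vacht, and 4.42% (3.82 to 5.09) had both, where the product of the shares was 6.39%, a ratio of 0.692. In the stable neuronal clusters, over both libraries, 2.38% had both against a product of 4.72%. Glutamatergic and cholinergic markers were thus found together less often than independent shares would give in both libraries, and by more in the cells. With all UMIs kept, the ratio to the product was 0.977 in the nuclei. As to quality, the constellation held a median of 6053 UMIs per cell and 2639 per nucleus, and the stable neuronal clusters held 4042 and 2344. Its median mitochondrial share was 0.429% in cells and 0.180% in nuclei, against 0.386% and 0.193% in the stable neuronal clusters.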

Based on immediate early gene expression in the nuclei (early growth response protein1, *egr1*), we identified a difference in cell states between the periphery (less active) versus the central constellation (more active). 

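In nuclei the activity-regulated gene egr1 stood at 789 CPM in the central constellation and 661 CPM in the stable neuronal clusters, a ratio of 1.19 (95% interval 1.16 to 1.23). In cells it stood at 1027 and 901 CPM, a ratio of 1.14 (1.12 to 1.16). Over both libraries this was a log2 fold change of 0.20 (standard error 0.12), which did not pass the test (adjusted p = 0.466 from edgeR). The ratio of c-fos/kay was 1.92 in cells and 0.850 in nuclei, that of c-jun/ap1 was 1.56 and 1.02, and that of tis11 was 9.29 (7.45 to 11.7) and 1.51 (1.196 to 1.932). Of the 4 immediate early genes none passed the test over all genes, by edgeR, and 1 was higher when adjusted over the list alone.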

We found that transcription factors like dimmed (*dimm*) and rotund/squeeze (*rn/sqz*) were highly expressed within the central constellation, while transcription factor A, mitochondrial (*tfam*) and B-cell lymphoma/leukemia 11a/b (*bcl11a/b*) were enriched in the surrounding clusters (Supplementary Fig. 5c, d). Both *dimm* and *sqz* are important for the development of peptidergic cell types in *Drosophila melanogaster*^44,45^. 

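Dimm is a basic helix-loop-helix factor that promotes the secretory fate of peptidergic neurons, and rn/sqz is a zinc finger factor. In the central constellation dimm (LOC115232381) was higher than in the stable neuronal clusters by a log2 fold change of 1.12 (standard error 0.12, adjusted p = 0.00276 from edgeR), with 1.26 in cells and 0.97 in nuclei. The gene rn/sqz (LOC115209324) was higher by 0.60 (standard error 0.11, adjusted p = 0.0194), with 0.65 and 0.55. The zinc finger gene bcl11a/b (LOC115217234) was lower, at -0.81 (standard error 0.19, adjusted p = 0.0462), with -1.23 in cells and -0.38 in nuclei. For tfam (LOC115212946), which the annotation calls high mobility group protein B1, the value was -0.60 (standard error 0.18, adjusted p = 0.110), with -0.17 in nuclei. Across 15202 genes tested, 431 were higher and 400 lower in the constellation, against 753 and 780 with types weighted equally and 855 and 659 with no filter on counts. All 831 had the same direction in both libraries. Without the library as a block, 0 genes were called by edgeR in either direction, with 138 higher and 156 lower at an unadjusted p under 0.05.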

To investigate whether cells in the central constellation were perhaps immature precursors, we characterized neuronal differentiation states based on their transcriptional diversity^46^ (Supplementary Fig. 6). Intriguingly, we found that dopaminergic and optic lobe cell types (DOP, IGL, and OGL) were predicted to be the most differentiated. 

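Transcriptional diversity was measured here as the number of genes detected per cell at 1000 UMIs, without the scoring of the paper. The outer granular type OGL3-OA had a median of 636 genes in cells (95% bootstrap interval 627 to 649) and 663.5 in nuclei. In the inner granular layer, IGL3 had 669 genes in cells and 675 in nuclei, IGL4-L11 had 670 and 689, IGL1-OA had 682 and 687.5, and IGL2-GLUT/DOP had 702 and 689. The dopaminergic types DOP1, DOP2 and DOP3 had 712, 704 and 709.5 genes in cells, and 691, 686.5 and 701 in nuclei. OGL2-DOP had 698 in cells and 689 in nuclei. All stable neuronal clusters together had 702 (701 to 703) in cells and 690 (688 to 691) in nuclei. OGL3-OA and IGL3 thus lay below the median of the stable neurons in both libraries, and DOP3 above it. In cells OGL2-DOP, IGL1-OA and IGL4-L11 lay below it and DOP1 above it, but in nuclei these types differed from it by few genes. Without thinning, over both libraries, the order was another, with 1353 genes in DOP1 and 1790 in IGL3 against 1629.5 in the stable neurons.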

While most cells in the central constellation show high transcriptional diversity and are thus predicted to be more immature, some cell types in the periphery (SUB, SERT, and IGL3) showed a similar profile.

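The central constellation had a median of 715 genes per cell at 1000 UMIs (95% bootstrap interval 714 to 717) and 701 per nucleus (700 to 702). The subesophageal type SUB had 731 (724 to 733) in cells and 706 in nuclei, and SERT had 718.5 and 707. The precursors had 738 (734 to 745) in cells and 762.5 in nuclei. Counts of genes above those of the stable neurons were therefore found in the constellation, SUB, SERT and the precursors in both libraries, as in other types such as DOP3 and GABA.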

The observation of a central constellation in the t-SNE was similar to what was seen in the *Drosophila* brain atlas^47^. A large set of neurons could not be clustered into distinct cell types even after sequencing more than 60% of the total number of cells. These cells were spatially mapped to the central brain, which contains a large number of neuronal subtypes, each with a small number of cells^48^. To investigate whether this was also the case in our dataset, we spatially mapped central constellation cells using publicly available adult octopus bulk RNA-seq data of different brain areas^49^. We found that the central constellation is heterogeneous and contains cells that are transcriptionally similar to either the optic lobe or to the central brain (Supplementary Fig. 7a–c). Subclustering the central constellation revealed many smaller clusters surrounding a large central cluster (Supplementary Fig. 8a, b), supporting the hypothesis that it consists of a multitude of rare cell types. Intriguingly, we found that within the central constellation, neuropeptides are highly variable and are highly expressed in the smaller clusters (Supplementary Fig. 8c, d), in line with the higher *dimm* and *rn/sqz* expression. 

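Neuropeptide genes encode precursors that are cut into signalling peptides, and many are expressed at very high levels in few neurons. For each of 20 neuropeptide genes, the variance to mean ratio over cells of the central constellation at 1000 UMIs was ranked among the 200 genes of nearest mean. In cells all 20 lay at or above percentile 95, with a median of 98.5, and in nuclei 17 did, with a median of 99.25 and a lowest percentile of 79. The ratio of variance to mean in cells was 86.7 for ccap and 19.8 for orcokinin, both at percentile 100, and 85.0 for prqfva1 and 84.3 for the elevenin gene l11. As a group, the neuropeptides had a median log2 fold change of 0.68 in the constellation against the stable neuronal clusters. Of the 20 genes, 5 were higher and 4 lower by edgeR, and 12 were higher and 4 lower when adjusted over the list alone. The precursor cck/sk1 (LOC115211114) was higher by 2.13 (standard error 0.14, adjusted p = 0.000319), with 2.33 in cells and 1.90 in nuclei, and the oxytocin-like octopressin (LOC115223269) by 1.17 (standard error 0.15, adjusted p = 0.00457), with 1.43 and 0.86. Lower were apwg, at -3.28 (standard error 0.33, adjusted p = 0.00212), with -4.08 and -2.47, and fmrfa1, at -1.29 (standard error 0.15, adjusted p = 0.00391), with -1.56 and -1.02, both of which define stable types outside the constellation. Of 8 further glial genes 6 were higher there, with a median of 1.01, and of 28 collagen genes 4 were higher and 1 lower, with a median of 0.50. The paper found many small clusters on subclustering the constellation. From these, the variability of neuropeptides and the levels of dimm and rn/sqz, it proposes that the constellation consists of rare peptidergic types.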

Taken together, our data suggested that the central constellation consists of rare cell types that are neuropeptidergic.

In situ hybridizations for highly expressed genes related to neurotransmitter synthesis or transport, and genes encoding peptides showed that glutamatergic and cholinergic cells were spread over the entire brain, while most dopaminergic cell types located in the optic lobe inner (igl) and outer granular layer (ogl) (Fig. 2c–f and Supplementary Figs. 9, 10). 

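In the inner granular type IGL2-GLUT/DOP, both th and vglut were found in 89.5% of cells (95% interval 86.9 to 91.7) and 88.5% of nuclei (83.6 to 92.3) at 1000 UMIs. With all UMIs kept these shares were 98.2% and 95.9%. Outside this type both genes were found in 4.07% of cells and 6.94% of nuclei, where independent shares would give 4.66% and 6.32%. In GLIA1, which should lack both, they were found together in 1.61% (0.697 to 3.15). The type made up 5.37% of all cells (5.04 to 5.72), with 676 cells and 241 nuclei. Against all other cells vglut was higher in IGL2-GLUT/DOP by a log2 fold change of 1.79 (standard error 0.10, adjusted p = 2.04e-73 from edgeR), with 1.88 in cells and 1.71 in nuclei. There th was higher by 4.46 (standard error 0.12, adjusted p = 6.29e-294), with 4.54 and 4.38. The dopamine transporter gene dat was higher by 2.27 (standard error 0.25, adjusted p = 9.05e-18), with 2.15 and 2.61, and the vesicular amine transporter gene vmat by 1.55 (standard error 0.21, adjusted p = 3.34e-12), with 1.55 and 1.57. Of the 12 neurotransmitter genes 5 were higher and 7 lower, and the same numbers held when adjusted over the list alone. The cholinergic vacht was lower, at -1.98 (standard error 0.22, adjusted p = 3.58e-18), with -2.57 in cells and -1.03 in nuclei.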

We identified a common dual-transmitter cell type (~5%), which is both dopaminergic and glutamatergic (Fig. 2b, e and Supplementary Fig. 10). In situ HCR in combination with the cluster-specific marker *LOC118767670* (uncharacterized membrane protein) showed that this cell type was prevalent in the igl of the optic lobe (IGL2-GLUT/DOP). Similarly, in the larval fly brain, 9% of neurons co-expressed markers for glutamatergic and aminergic neurons^50^, while this cell type was less prevalent in the adult fly brain^51^. It remains to be determined whether these dual-transmitter neurons play a specific role during development.

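The uncharacterized gene LOC118767670 was higher in IGL2-GLUT/DOP than in all other cells by a log2 fold change of 5.42 (standard error 0.22, adjusted p = 5.64e-134 from edgeR), with 6.39 in cells and 4.18 in nuclei. It had 1605 UMIs in the cells and 73 in the nuclei of this type, and lies on NC_043019.1 from 16062316 to 16075755. Among genes with at least 50 CPM in the type, other large differences were those of the uncharacterized LOC115211924, at 5.15 (standard error 0.20), the protocadherin LOC115221427, at 4.36 (standard error 0.25), and an adrenergic receptor-like gene, LOC115232578, at 4.21 (standard error 0.17). A receptor related to that of gonadotropin-releasing hormone (LOC115216255) was lower, at -4.49 (standard error 0.36, adjusted p = 1.37e-32), with -4.92 in cells and -3.43 in nuclei. In all, 819 genes were higher and 2072 lower among 16091 tested, and with DESeq2's size factors 1031 were higher and 1591 lower. Without the library as a block 1 gene was higher and 0 lower by edgeR.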

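Gad makes GABA from glutamate, and tph2 catalyses the limiting step of serotonin synthesis. The gad gene (LOC115220799) was higher in the type GABA by a log2 fold change of 7.65 (standard error 0.27, adjusted p = 1.77e-163 from edgeR), with 8.39 in cells and 6.86 in nuclei. Its level was 985 CPM there and 18.3 CPM in OGL3-OA, the type with the next highest level. The tph2 gene (LOC115215674) was higher in SERT by 8.22 (standard error 0.41, adjusted p = 7.76e-84), with 9.16 in cells and 7.31 in nuclei. SERT held 60 cells and 144 nuclei, a ratio of shares of 0.414. In the central constellation both serotonergic genes were lower than in the stable neuronal clusters, with tph2 at -4.16 (standard error 0.17, adjusted p = 4.40e-05) and sert at -3.60 (standard error 0.23, adjusted p = 0.000319). For tph2 the value was -4.50 in cells and -3.85 in nuclei, and for sert it was -4.12 and -3.11.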

GABAergic (glutamate decarboxylase, *gad*, and vesicular GABA transporter, *vgat*) and serotonergic (sodium-dependent serotonin transporter, *sert*, and tryptophan 5-hydroxylase 2, *tph2*) neurons comprised smaller populations (GABA and SERT) that were located throughout the medulla of the optic lobe and the central brain (Fig. 2f and Supplementary Fig. 4b). Octopaminergic cell types (OA) expressed the synthesizing enzyme *tbh* and were mainly located within the cortex of the optic lobe (Fig. 2f; OGL3-OA, IGL1-OA). 

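The gene tbh was higher in OA by a log2 fold change of 5.18 (standard error 0.20, adjusted p = 9.13e-136 from edgeR), with 5.59 in cells and 4.44 in nuclei. In the optic lobe types it was higher in OGL3-OA by 4.11 (standard error 0.46, adjusted p = 2.98e-16), with 5.01 and 3.17, at 1989 CPM. In IGL1-OA it was higher by 2.14 (standard error 0.36, adjusted p = 5.30e-07), with 2.82 in cells and 0.98 in nuclei, at 707 CPM. Only 8 UMIs of tbh came from IGL1-OA nuclei, against 393 from its cells. The next type, DOP3, had 73.2 CPM.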

*Ccap*+ cells were observed in the subvertical lobe and the optic lobe medulla (Fig. 2f). Although it was quite a surprise to find ecdysis-related neuropeptides, such as *ccap* and *bursicon*, in a lophotrochozoan brain, recent evidence from other species suggests that these might play a role in hatching processes^52^. We also identified a cholinergic cell type (SUB) corresponding to cells in the subesophageal mass (Supplementary Fig. 11). Based on their very specific location, we hypothesize that these might be the so-called pear-shaped “giant-cells” that are localized in the posterior lateral pedal lobe in octopods^6^. These neurons produced the neuropeptide elevenin (*l11*) and sonic hedgehog (*shh*) and were organized in groups of large cells within the sub. Furthermore, this cell type appeared intercalated with glutamatergic neurons (Fig. 2c and Supplementary Fig. 9). 

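Elevenin is a neuropeptide of molluscan neurons, and sonic hedgehog is a secreted morphogen. In SUB the sonic hedgehog gene shh (LOC115220878) was higher than in all other cells by a log2 fold change of 2.45 (standard error 0.20, adjusted p = 2.13e-31 from edgeR), with 2.61 in cells and 2.31 in nuclei. The elevenin gene l11 (LOC115214332) was higher by 0.83 (standard error 0.20, adjusted p = 0.000416), with 0.71 and 0.97. In cells l11 stood at 1121 CPM in SUB, 885 CPM in VL and 4534 CPM in IGL4-L11, and in nuclei at 226, 29.9 and 826 CPM. The cholinergic gene vacht was higher in SUB by 0.84 (standard error 0.19, adjusted p = 0.000222), with 0.84 in both libraries.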

In *O. bimaculoides, shh* expression was also observed in the arms and in the palliovisceral cord (prospective sub)^13^, where it might act as an important signal for neural patterning.

### Molecular lamination within the deep-retina

We further investigated whether neuronal subtypes were spatially confined or distributed, by mapping subtype-specific marker genes. In octopus, photoreceptor cells in the eye project directly to cells in the granular layers of the optic lobe, which is also called the ʻdeep-retinaʼ^10,53^. We found three distinct cell types within the ogl of the optic lobe (Fig. 3a–d). Most cells in the ogl were small dopaminergic neurons (OGL2-DOP). 

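OGL2-DOP held 351 cells and 169 nuclei, together 3.04% of all cells (95% interval 2.79 to 3.31). OGL1 was 1.74% (1.55 to 1.95), and OGL3-OA, with 36 cells and 53 nuclei, 0.521% (0.419 to 0.641).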

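Jelly belly, encoded by jeb (LOC115215366), is a secreted ligand of a receptor tyrosine kinase, and dscam (LOC115211706) is a cell adhesion molecule of the immunoglobulin family. Both were higher in the dopaminergic type OGL2-DOP than in all other cells, jeb by a log2 fold change of 4.28 (standard error 0.21, adjusted p = 9.25e-85 from edgeR) and dscam by 3.30 (standard error 0.20, adjusted p = 3.20e-56). For jeb the value was 4.48 in cells and 4.08 in nuclei, and for dscam it was 3.58 and 3.01. At 1000 UMIs 32.7% of OGL2-DOP cells had a UMI of jeb and 43.5% of dscam, against 0.402% and 1.81% in GLIA1. Both were found in 17.8% (95% interval 14.5 to 21.4), where independent shares would give 14.2%. The ratio to the product was 1.24 in cells and 1.31 in nuclei. With all UMIs kept, 31.2% had both, a ratio of 1.18, and with at least 2 counts of each 4.19% did, a ratio of 1.14. At that threshold the ratio was 0.949 in cells and 1.47 in nuclei. At this depth no exclusion of the genes from each other's cells was detectable.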

Different cells in the OGL2-DOP cluster expressed neuropeptide jelly belly (*jeb*) and down-syndrome cell adhesion molecule (*dscam*), suggesting molecular subtypes. *Dscam* + cells were located more towards the interior of the layer, while *jeb*+ cells were positioned more externally (Supplementary Fig. 12). *Dscam*, required for the proper lamination of amacrine cells in the mouse retina^54^, might have a similar role in the octopus optic lobe cortex. 

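In OGL1 a UMI of vglut was found in 93.9% of cells and in 83.5% at 1000 UMIs per cell, at a level of 1879 CPM. The dopaminergic gene th stood at 342 CPM, tbh at 60.2 CPM and vacht at 34.4 CPM. In GLIA1, which should lack vglut, the share was 36.5%.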

Cell bodies of a second cell type (OGL1) seemed slightly larger than the dopaminergic cells and did not have a prominent neurotransmitter/peptidergic phenotype. These cells specifically expressed Protein phosphatase 1 (*ppp1*). 

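Protein phosphatase 1 removes phosphate groups from serine and threonine residues. The gene ppp1 (LOC118766118) was higher in OGL1 than in all other cells by a log2 fold change of 6.40 (standard error 0.35, adjusted p = 9.38e-72 from edgeR), with 6.75 in cells and 6.00 in nuclei. OGL1 held 229 cells and 68 nuclei. In cells the transcription factor gene soxB1 (LOC115229657) also had its highest level there.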

The largest cell bodies we identified were octopaminergic, expressed protocadherin O2 (OGL3-OA), and were a lot less prevalent than OGL1 and OGL2-DOP. 

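Protocadherins are cell adhesion proteins expanded in octopuses. The gene pcdhO2 (LOC115218977) was higher in OGL3-OA than in all other cells by a log2 fold change of 8.19 (standard error 0.56, adjusted p = 1.43e-43 from edgeR), with 9.20 in cells and 7.13 in nuclei. It lies on NC_043010.1, the sequence that carries most protocadherins.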

OGL1-3 likely represent the differentially sized unipolar amacrine cells identified in the adult ogl by Young^10^. Furthermore, we observed multiple cell types within the igl (Fig. 3e–h). 

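The epidermal growth factor receptor is a receptor tyrosine kinase. In IGL1-OA its gene egfr (LOC115215570) was higher than in all other cells by a log2 fold change of 7.59 (standard error 0.43, adjusted p = 3.08e-66 from edgeR), with 8.88 in cells and 6.27 in nuclei. The level in this type was 2674 CPM.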

Large epidermal growth factor receptor-positive cells (*egfr*+, IGL1-OA) were located externally, next to the plexiform layer and are octopaminergic. Conversely, StAR Related Lipid Transfer Domain-containing 5 (*stard5*+) cells (IGL4-L11) and *calbindin* + cells (IGL3) were organized in layers more towards the medulla. 

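Stard5 binds and carries sterols within cells, and calbindin is a calcium-binding protein used as a marker of neuron types in many animals. In IGL4-L11 stard5 (LOC115209882) was higher than in all other cells by a log2 fold change of 5.89 (standard error 0.37, adjusted p = 9.28e-54 from edgeR), with 6.71 in cells and 5.03 in nuclei. The neuropeptide gene l11 was higher in the same type by 2.86 (standard error 0.32, adjusted p = 4.37e-16), with 2.92 and 2.81. In IGL3 calbindin (LOC115213270) was higher by 6.42 (standard error 0.45, adjusted p = 9.53e-43), with 6.67 in cells and 6.19 in nuclei.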

In vertebrates, *calbindin* is expressed in cones, bipolar, and amacrine retinal cells^55^. Intriguingly, IGL3 cells did not synthesize any prominent neurotransmitters or neuropeptides. 

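IGL3 was low in the genes that mark transmitters. Over both libraries vglut stood at 347.6 CPM, th at 79.4 CPM, vacht at 44.4 CPM, tbh and vgat at 8.25 CPM each and gad at 2.06 CPM. The receptor gene of crustacean cardioactive peptide (LOC115226896) had its highest level of all types there, at 486 CPM, and the serotonin receptor gene 5-ht1a (LOC115216428) stood at 902 CPM in its nuclei, the highest of all types, and at 410 CPM in its cells, where CCAP had 547 CPM.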

A fourth glutamatergic and dopaminergic igl population (IGL2-GLUT/DOP) has been discussed above (Fig. 2e and Supplementary Fig. 10). Taken together, the optic lobe seemed more differentiated compared to other brain regions (Supplementary Fig. 6). We found multiple cell types that further divide the ogl and igl into molecularly distinct sublayers, similar in composition to those identified in *O. bimaculoides*^56^. This laminated appearance of molecularly different cell types is reminiscent of the vertebrate retina, as well as the optic lobe medulla in the fly^57,58^.

**Fig. 3:**
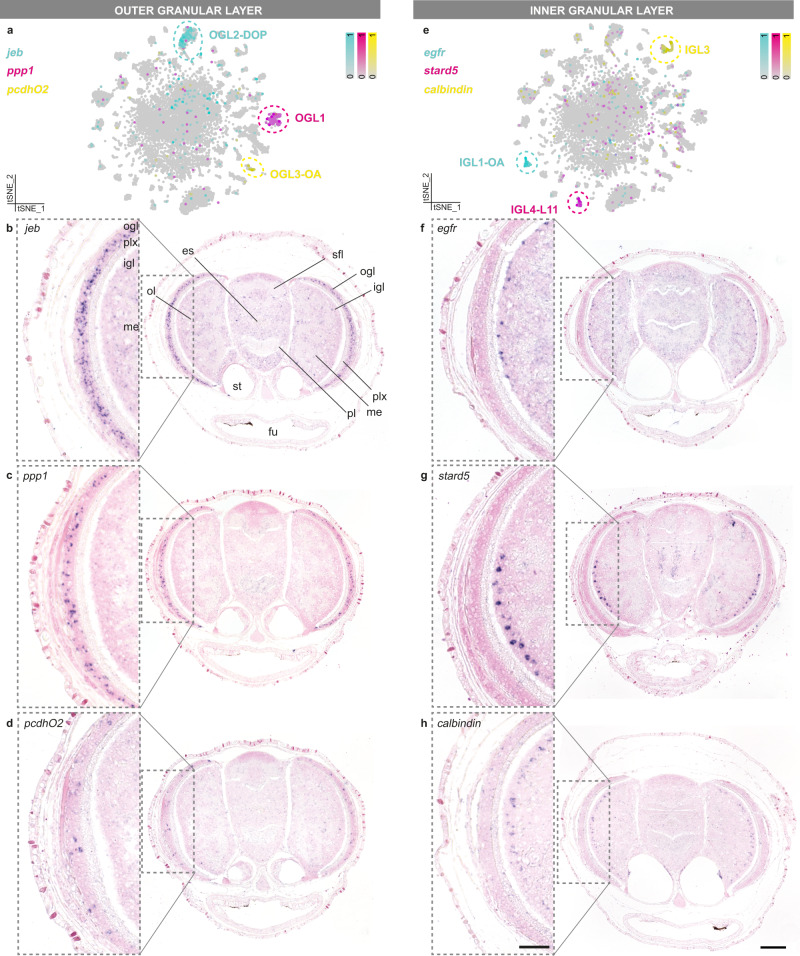
Optic lobe cell-type diversity. **a** Marker expression of outer granular layer cell types. **b** *jeb* is expressed throughout dopaminergic neurons in the ogl. **c** *ppp1* is expressed within the ogl, in fewer cells than *jeb*. **d** *pcdhO2* is expressed in ogl octopaminergic neurons. **e** Marker expression of inner granular layer cell types. **f** *egfr* is expressed in the outer region of the igl. **g** *stard5* is expressed more interiorly within the igl than the *egfr* + cells. **h** *calbindin* is expressed in the most interior side of the igl. In situ hybridizations are shown in **b**–**d**, **f**–**h**. Gray boxes indicate magnified regions. Scale bars are 100 µm for overviews and 50 µm for magnifications. es esophagus, fu funnel, igl inner granular layer, me medulla, ogl outer granular layer, ol optic lobe, pl pedal lobe, plx plexiform layer, sfl superior frontal lobe, st statocysts.

### Cross-species cell-type comparisons

In order to identify and annotate evolutionarily conserved cell types, we performed comparisons between octopus, fly^47^, and mouse^59^ brain single-cell datasets using the SAMap algorithm^60^ (Fig. 4a). The majority of octopus cell types did not have a predicted homologous cell type in fly or mouse. Conversely, we found that the octopus GLIA1 subtype is molecularly similar to fly ensheathing glia and mouse astrocytes, and GLIA3 to mouse telencephalic astrocytes (Fig. 4a). 

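Glia support neurons by clearing transmitters, supplying metabolites and wrapping axons. In GLIA1, GLIA2 and GLIA3 together, all 8 genes of the conserved signature in Fig. 4b were higher than in all other cells, and all 8 were higher when adjusted over the list alone, with a median log2 fold change of 4.52. The study chose this list on these samples, so its direction is not independent evidence. The ETS transcription factor gene pnt (LOC115211946) was higher by 5.60 (standard error 0.41, adjusted p = 1.12e-39 from edgeR), with 5.69 in cells and 5.50 in nuclei. The receptor gene notch (LOC115222834) was higher by 5.51 (standard error 0.42, adjusted p = 1.53e-36), with 6.21 and 4.82, and gs2 (LOC115222946), which makes glutamine from glutamate, by 5.46 (standard error 0.42, adjusted p = 4.31e-36), with 5.77 and 5.16. The glutamate transporter gene eaat1 (LOC115216632) was higher by 3.87 (standard error 0.43, adjusted p = 7.42e-18), with 3.86 and 3.89. Neuronal genes ran the other way. Of 12 neurotransmitter genes 11 were lower, of 20 neuropeptide genes all 20 were lower with a median of -2.01, and of 19 receptor genes 17 were lower, with none higher in any of these lists. In all, 1567 genes were higher and 1735 lower of 16070 tested, 3294 of which had the same direction in both libraries. Without the library as a block 692 were higher and 59 lower.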

We could also deduce a conserved octopus-fly-mouse glial gene expression signature containing one-to-one orthologs of common glial genes (Fig. 4b and Supplementary Fig. 13). The existence of a common glial gene set between members of Lophotrochozoa, Ecdysozoa, and chordates, suggests that those genes reflect an ancestral bilaterian expression signature. Although it was suggested that glial cells likely evolved multiple times during evolution^61^, our results might support the existence of a urbilaterian glial cell type.

**Fig. 4:**
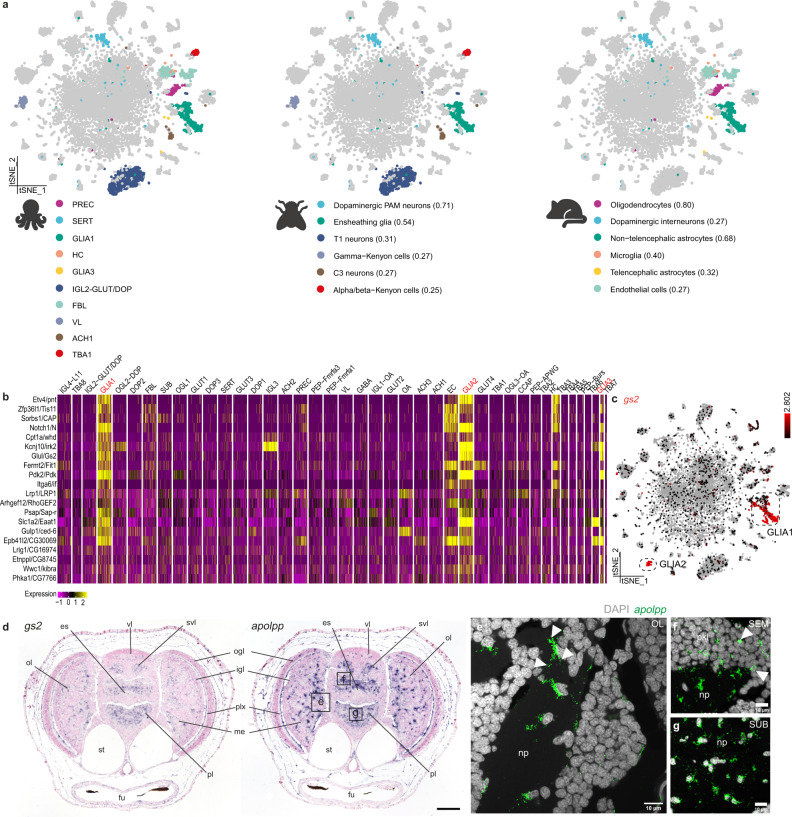
Cross-species cell-type comparisons identify a glial gene expression signature. **a** Cell-type mappings between octopus, fly, and mouse are represented on the t-SNE plot. Mappings are color-coded and alignment scores are shown between brackets. **b** Best reciprocal blast hits from the mapping between octopus GLIA1, fly ensheathing glia, and non-telencephalic astrocytes in the mouse brain. Glial populations are highlighted in red. **c** t-SNE representation of two main glial populations in octopus based on the expression of *gs2* (Glutamine synthetase 2). **d** In situ hybridization of *gs2* and *apolpp* (Apolipoprotein). Scale bar represents 100 µm. Representative magnifications of different brain areas are annotated with black boxes. Fluorescent in situ hybridization for *apolpp* are shown in **e**–**g**. **e** Glial cells in the optic lobe. White arrows indicate multiple processes. **f** Glial cells in the supraesophageal mass. White arrows indicate infiltrating glia. **g** Glial cells in the subesophageal mass. es esophagus, fu funnel, igl inner granular layer, me medulla, np neuropil, ogl outer granular layer, pkl perikaryal layer, ol optic lobe, pl pedal lobe, plx plexiform layer, SEM supraesophageal mass, st statocysts, SUB subesophageal mass, svl subvertical lobe, vl vertical lobe.

While there are generally more glial cells in the mammalian brain than neurons, the opposite is true for most invertebrate species. 

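Glutamine synthetase turns glutamate into glutamine and marks glia in many animals. A UMI of its gene gs2 was found in 9.95% of all cells (95% interval 9.51 to 10.4) and in 63.3% (59.1 to 67.4) of GLIA1. In the dopaminergic type DOP2, which should lack it, the share was 5.78% (3.81 to 8.35). At 1000 UMIs per cell the shares were 4.49% of all cells, 48.1% of GLIA1 and 1.68% of DOP2. In CPM, gs2 stood at 54.1 over all cells, 1103 in GLIA1 and 25.2 in DOP2, at median depths of 3566, 2349 and 2168.5 UMIs. The cells labelled GLIA1, GLIA2 and GLIA3 were 172 of the cells library and 494 of the nuclei library.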

Only around 10% of all cells in the octopus paralarval brain were identified as glia (glutamine synthetase 2, *gs2*+), see Fig. 4c. Both *gs2* and apolipoprotein (*apolpp*) were highly expressed in all glial populations. 

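Against all other cells gs2 was higher in GLIA1 by a log2 fold change of 5.03 (standard error 0.41, adjusted p = 8.66e-32 from edgeR), with 5.58 in cells and 4.49 in nuclei. In GLIA2 it was higher by 4.34 (standard error 0.78, adjusted p = 4.28e-06), with 4.32 and 4.36, and in GLIA3 by 2.76 (standard error 0.65, adjusted p = 0.00279), with 4.20 and 1.16. The apolipoprotein gene apolpp (LOC115230720), whose product carries lipids, was higher in GLIA1 by 6.29 (standard error 0.46, adjusted p = 4.34e-39), with 7.32 in cells and 5.26 in nuclei. It was higher in GLIA2 by 3.89 (standard error 0.77, adjusted p = 4.81e-05), with 4.54 and 3.26, and in GLIA3 by 3.21 (standard error 0.67, adjusted p = 0.000438), with 4.88 and 1.45.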

We found that many glial cells, including cells with multiple processes, were located in the neuropil near the axons of the cells from the perikaryal layer (Fig. 4d–g). Some glial cells were located between the neuronal cell bodies (Fig. 4f). Considering their unmyelinated and large central nervous system, cephalopods needed to develop alternative strategies to ensure conduction speed, e.g. the famous giant axon in squids^62^. Aside from myelin-producing glia in vertebrates, wrapping glia in *Drosophila* insulate axons and contribute to increased signaling speed^63^.

We observed high expression of several invertebrate glial markers such as *CG6216* and excitatory amino acid transporter 1 (*eaat1*), but no orthologues could be identified for genes used to discriminate between glial subtypes in flies, i.e., I’m not dead yet (*indy*), astrocytic leucine-rich repeat molecule (*alrm*) and *wrapper*^47,50^. 

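Cg6126 encodes an organic cation transporter of fly glia, and eaat1 removes glutamate from the synapse. In GLIA1 cg6126 (LOC115222009) was higher than in all other cells by a log2 fold change of 6.54 (standard error 0.42, adjusted p = 4.27e-51 from edgeR), with 6.37 in cells and 6.70 in nuclei, and eaat1 by 3.63 (standard error 0.45, adjusted p = 4.52e-14), with 3.74 and 3.53. In the 3 glial types together the amino acid transporter gene mnd (LOC115219764) was higher by 6.50 (standard error 0.48, adjusted p = 1.65e-39), with 7.62 and 5.38. A potassium channel gene of the Shaw type (LOC115219011) was higher by 8.06 (standard error 0.49, adjusted p = 1.83e-57), with 9.46 in cells and 6.82 in nuclei. A gap junction protein of the innexin family (LOC115232521) was higher by 7.20 (standard error 0.46, adjusted p = 3.53e-52), with 7.77 and 6.65. A neurofilament-like gene (LOC115222957) was higher by 7.12 (standard error 0.43, adjusted p = 1.53e-58), with 7.99 and 6.46.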

At least three distinct glial subtypes were identified within this dataset (GLIA1,2,3), suggesting there is also functional diversification within octopus glial cells (Supplementary Fig. 14). The largest glial cluster identified (GLIA1) mainly expressed GABA transporter 1 (*gat1*), which was also found in neuropil glia or astrocytes in the fly brain^50^.To distinguish GLIA1 from GABAergic cells and the other GLIA types, we used a combination of *gat1 and apolpp* HCR. 

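The GABA transporter Gat1 takes up GABA from the extracellular space. Its gene gat1 (LOC115231765) was higher in GLIA1 by a log2 fold change of 4.32 (standard error 0.39, adjusted p = 1.47e-26 from edgeR), with 4.65 in cells and 4.00 in nuclei. In GLIA2 the value was -1.16 (standard error 0.77, adjusted p = 0.591), and in GLIA3 no UMI of gat1 was found in either library. At 1000 UMIs 50.3% of GLIA1 had a UMI of gat1 and 71.8% of apolpp, and 40.4% (95% interval 36.1 to 44.9) had both. In the type GABA 49.7% had gat1 and 1.31% apolpp, and none had both. The exact interval allows a share of up to 2.38% with a UMI of both at this depth, a limit on detection and not on expression. In GLIA2 4.81% had gat1 and 62.5% apolpp.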

GLIA1 (*gat1*+*/apolpp*+) resemble astrocytes (multipolar) and were localized within the neuropil (Supplementary Fig. 15d–f). Based on the location of GLIA1 within the octopus brain, we can differentiate between neuropil glia which have many processes, presumably involved in axon wrapping, and a small subset of infiltrating glia (Fig. 4f). The infiltrating glia likely provide support (both structural and metabolic) and might be involved in neuronal modulation as has been described for vertebrate astrocytes^64^, since they are in close proximity to the neuronal cell bodies. *Gat1*+*/apolpp*− marked GABAergic neurons (Supplementary Fig. 15g–i). *Gat1−/apolpp*+ cells (GLIA2/3) appeared as round-shaped nuclei in the plexiform layer of the optic lobe and elongated nuclei in a membrane-like layer that surrounds the brain (Supplementary Fig. 15j–l). The plexiform layer that is located between the ogl and igl of the optic lobe contains mainly neurites but also glial cells with radial and tangential processes have been described^10^. In addition, the membrane-like layer that surrounds the brain lobes is reminiscent of the neuroglial folds that resemble the subpial astrocytic layer in vertebrates^65^. 

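Dachsous and cadherin 23 are large cadherins that hold cells together. In GLIA2 dchsl1 (LOC115214418) was higher than in all other cells by a log2 fold change of 2.98 (standard error 0.73, adjusted p = 0.00249 from edgeR), with 2.55 in cells and 3.41 in nuclei, and dchsl2 (LOC115214419) by 3.35 (standard error 0.72, adjusted p = 0.000306), with 3.43 and 3.28. The gene paired with the name cdh23 (LOC115223080), annotated as protocadherin-1-like, was higher by 2.64 (standard error 0.69, adjusted p = 0.00536), with 2.43 and 2.87. A transporter gene for amines, slc6a2 (LOC115216690), was higher by 5.56 (standard error 0.93, adjusted p = 6.02e-07), with 5.75 and 5.36. For the metabotropic glutamate receptor gene grm3 (LOC115217464) the value was 1.44 (standard error 0.75, adjusted p = 0.372), with 0.78 in cells and 2.10 in nuclei.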

GLIA2 differentially expressed adhesion molecules such as *dachsous* and *cadherin23* and neurotransmitter receptors such as metabotropic glutamate receptor 3 (*grm3*) and a *slc6a2* transporter (Supplementary Fig. 14). Conversely, GLIA3 expressed vascular endothelial growth factor receptor (*vegfr*), and very few genes that were involved in neuromodulation. 

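The receptor of vascular endothelial growth factor guides vessels and hemocytes. In GLIA3 its gene vegfr (LOC115218235) was higher than in all other cells by a log2 fold change of 4.49 (standard error 0.65, adjusted p = 5.05e-09 from edgeR), with 5.47 in cells and 3.42 in nuclei. In cells vegfr stood at 794 CPM in GLIA3, 420 CPM in EC and 1816 CPM in the hemocytes (HC), and in nuclei at 233, 440 and 943 CPM. The receptor gene grm3 was lower in GLIA3, at -2.46 (standard error 0.65, adjusted p = 0.0142), with -2.81 in cells and -2.05 in nuclei.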

We, therefore, hypothesize that GLIA2 are the glia in the plexiform layer and that GLIA3 form a membrane surrounding the brain (not directly in contact with the neurons), and might play a role in the hemolymph-brain-barrier, similar to astrocytes. Both GLIA1 and GLIA3 mapped to mouse astrocytes, while GLIA2 was not identified in the cross-species mappings (Fig. 4a).

SAMap also found similarities between octopus serotonergic neurons, fly dopaminergic PAM neurons, and dopaminergic interneurons in mice (Fig.4a). In addition, fly lamina feedback C3 neurons map to the octopus cell-type ACH1. 

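Gilt1 is a lysosomal enzyme that reduces disulfide bonds. A pair of genes carry its name in the annotation. LOC115213806 was higher in IGL2-GLUT/DOP than in all other cells by a log2 fold change of 1.08 (standard error 0.22, adjusted p = 9.69e-06 from edgeR), with 1.34 in cells and 0.68 in nuclei. LOC115213858 had a value of -0.06 (standard error 0.35, adjusted p = 0.962). The glutamate transporter gene eaat1 had a value of 0.32 (standard error 0.12, adjusted p = 0.0574), with 0.74 in cells and -0.11 in nuclei.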

IGL2-GLUT/DOP was a prominent cell type within the octopus visual system and had a similar molecular profile to fly T1 neurons (e.g., *eaat1* and gamma-interferon-inducible lysosomal thiol reductase 1, *gilt1*) (Fig.4a). It remains to be investigated whether IGL2-GLUT/DOP neurons are the amacrine cells that provide feedback from the igl to the plexiform layer, similar to the fly T1 neurons from the medulla to the lamina. To identify on which genes the homology hits were based, gene lists were sorted based on high expression in octopus and the top five reciprocal blast hits together with transcription factors with a good reference orthologue were plotted for each cell type for fly and mouse, respectively (Supplementary Figs. 16, 17). We find that each putative homology (except for TBA1/ABKC) relied on several transcription factors which have good reference orthologs in mouse/fly.

Another interesting observation from the SAMap comparison was the similarity between octopus vertical lobe cells (VL) and fly gamma Kenyon cells (γ-KC) (Fig. 4a). The vertical lobe (vl) is considered to contribute to learning and memory in octopus^7,66–68^. After ablation experiments of the vl, memory formation was found to be impaired^67^. Based on its ‘fan-out fan-in’ matrix-like synaptic organization, its folded anatomy, small interneurons and the existence of LTP^69^, this structure is suggested to be functionally analogous to the insect mushroom body^5,11^. Mushroom body-like structures have been identified in other lophotrochozoans such as *Platynereis* and a common origin has been suggested^70,71^. VL marker genes *aristaless* (*arx*), cAMP-dependent protein kinase regulatory subunit type II (*pka-R2*), and transmembrane *O*-mannosyltransferase targeting cadherins 4 (*tmtc4*) were widely expressed in the vl (Fig. 5a–c), and colocalized with *vacht* expression, suggesting that these cells are the cholinergic amacrine cells described in the adult vl^66^. 

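The gene pka-R2 encodes a regulatory subunit of the cAMP-dependent protein kinase, and tmtc4 encodes an enzyme that attaches mannose to cadherins. In VL tmtc4 (LOC115209866) was higher than in all other cells by a log2 fold change of 6.50 (standard error 0.37, adjusted p = 2.03e-64 from edgeR), with 6.44 in cells and 6.56 in nuclei, and pka-R2 (LOC115212290) by 3.64 (standard error 0.38, adjusted p = 7.87e-19), with 3.45 and 3.83. The cholinergic gene vacht had a value of 0.15 (standard error 0.33, adjusted p = 0.925), with -0.12 in cells and 0.54 in nuclei. At 1000 UMIs 19.9% of VL cells had a UMI of vacht. Both pka-R2 and vacht were found in 19.2% (95% interval 13.3 to 26.4), where independent shares would give 17.2%, and both tmtc4 and vacht in 6.62% (3.22 to 11.8) against 5.79%. The median depth of VL was 2063 UMIs per cell. Of 16149 genes tested 250 were higher in VL and 1083 lower, and with DESeq2's size factors 434 were higher and 813 lower. Without the library as a block 80 were higher and 85 lower. From the markers in the vertical lobe and their overlap with vacht, the paper proposes that these are the cholinergic amacrine cells.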

Gene ontology enrichment analysis showed that cognition, learning, and learning or memory are the top three most enriched biological processes. This further supports the function of the vl as the structure contributing to associative processing and learning and memory in the octopus brain^67^. 

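Adenylyl cyclases of the rutabaga type make cAMP when calcium and transmitter arrive together, and calmodulin carries the calcium signal. Of 11 genes of cAMP signalling and learning 9 were higher in VL and 1 was lower, and 10 were higher and 1 lower when adjusted over the list alone. Their median log2 fold change was 3.14, and most of them are also in Fig. 5d. The cyclase gene rutabaga (LOC115219753) was higher by 3.14 (standard error 0.34, adjusted p = 3.63e-17 from edgeR), with 3.16 in cells and 3.13 in nuclei, and its neighbour rut1 (LOC115219679) by 3.60 (standard error 0.38, adjusted p = 1.71e-18), with 3.73 and 3.47. Both lie on NC_043011.1, within 43039118 to 43559231. A calmodulin gene, calm2 (LOC115231137), was higher by 3.58 (standard error 0.38, adjusted p = 4.87e-18), with 3.87 and 3.07. The protein kinase C gene prkcd (LOC115219703) was higher by 4.26 (standard error 0.38, adjusted p = 1.86e-26), with 4.16 and 4.36. Lower was rapgef2 (LOC115211100), an exchange factor of the small GTPase Rap, at -1.99 (standard error 0.36, adjusted p = 1.52e-06), with -2.26 and -1.66. All 25 genes that carry a symbol in Fig. 5d were higher, a list the study chose on these samples, so neither list is independent evidence, and all 25 were higher when adjusted over the list alone. The potassium channel gene eag (LOC115222693), named for its role in fly behaviour, was higher by 5.66 (standard error 0.39, adjusted p = 2.74e-44), with 5.71 and 5.62.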

Regarding the molecular profile of these cells (Fig. 5d), genes involved in long-term potentiation and memory formation, such as components of the cAMP/PKA pathway^72^ (e.g., *pka-R2*, *rutabaga*), were highly expressed. Common marker genes identifying the mushroom body in the fly, like Dunce (*dnc*) and Leo (*pka-c*)^73^, were also enriched within VL. 

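Dunce is a phosphodiesterase that breaks down cAMP. Its gene dnc (LOC115219746) was higher in VL by a log2 fold change of 2.08 (standard error 0.37, adjusted p = 1.28e-06 from edgeR), with 1.92 in cells and 2.24 in nuclei. The gene given as pka-c (LOC115229611), annotated as a catalytic subunit of the cAMP-dependent protein kinase, had a value of 0.79 (standard error 0.33, adjusted p = 0.137), with 0.78 and 0.83. Outside the learning genes, a natriuretic peptide receptor-like gene (LOC118764506) was higher by 6.73 (standard error 0.44, adjusted p = 5.42e-49), with 6.96 in cells and 6.31 in nuclei. A gene for a cytoskeletal protein of the Gas2 family (LOC115223043) was higher by 6.67 (standard error 0.43, adjusted p = 1.68e-50), with 7.39 and 5.83. Of 20 neuropeptide genes 2 were higher and 12 lower, and 2 higher and 17 lower when adjusted over the list alone. Of 165 protocadherins 4 were higher and 41 lower, and 6 and 59 when adjusted over the list alone.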

Conservation of gene expression profiles might point towards a common origin (out of an ancestral cell type) or a common function (by means of convergent evolution). 

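Mblk/eip93f is a transcription factor of insect neurons and metamorphosis, mef2 a factor of muscle and neuronal plasticity, and zfh2 a zinc finger homeodomain factor. In VL mblk/eip93f (LOC115219287) was higher by a log2 fold change of 2.08 (standard error 0.37, adjusted p = 1.77e-06 from edgeR), with 1.97 in cells and 2.19 in nuclei. For mef2 (LOC115211031) the value was 0.46 (standard error 0.33, adjusted p = 0.643), with 0.49 and 0.44, and for zfh2 (LOC115220811) it was 0.18 (standard error 0.34, adjusted p = 0.925), with -0.11 and 0.48. Of 5 transcription factors listed for VL 2 were higher and none was lower by edgeR, and the same held when adjusted over the list alone.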

Certain transcription factors, i.e. myocyte enhancer factor 2 (*mef2*), mushroom body specific/ecdysone-induced protein 93 F (*mblk/eip93f*), dorsal switch protein1 (*dsp1*) and zn finger homeodomain 2 (*zfh2*) were present in both VL and Kenyon cells (logfc.threshold >0.25). However, there was no significant enrichment for typical Kenyon cell transcription factors such as *eyeless, fruitless* and *datilografo*^47,74^. Moreover, other transcription factors that have been commonly found in anterior brain structures in *Platynereis* and vertebrates, such as paired-box protein (*pax6)*, Homeobox protein *emx2*, LIM/Homeobox protein *lhx6* or Homeobox protein *nkx2-1*^75^, were not found to be expressed in the VL. On the other hand, the VL highly expressed *arx*, which is a central transcription factor demarcating the early mushroom body in the annelid *Platynereis*^70^. In addition, the VL-γKC mapping was dependent on *mef2*, which is important for mushroom body development^76^, and *zfh2*, which is expressed in a Kenyon cell subtype in *Drosophila*^77^ (Supplementary Fig. 17). These findings suggest that some cell types might deploy deeply conserved transcriptional programs across bilaterian evolution.

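Pax6 and lhx6 are transcription factors of the anterior brain in vertebrates and annelids. The lhx6/8 gene (LOC115231385) had 1 UMI in the cells and none in the nuclei of VL. Among 3 genes annotated as Pax6, LOC115227149 had no UMI in VL in either library. LOC115229126 had 2 UMIs in cells and none in nuclei, and LOC115230804 had 4 and 5. The last was lower in VL, with a log2 fold change of -1.76 (standard error 0.52, adjusted p = 0.0125 from edgeR), with -2.39 in cells and -0.65 in nuclei. VL held 88 cells and 81 nuclei, with a median of 3451.5 UMIs per cell and 1314 per nucleus, so that genes of low level were not detectable at this depth.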

**Fig. 5:**
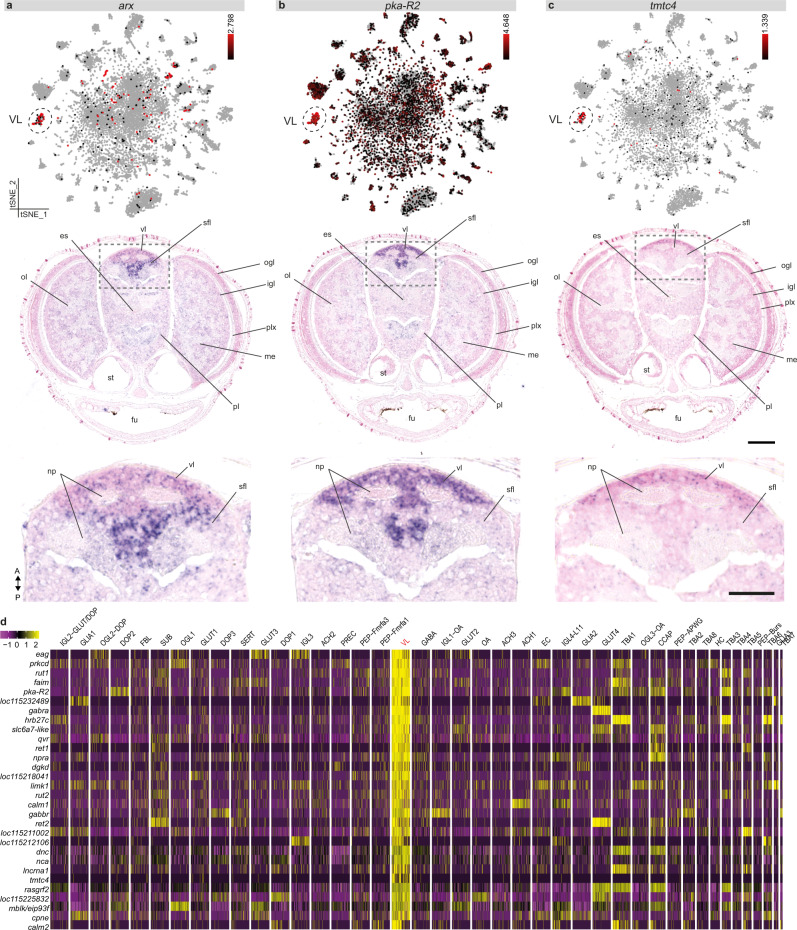
The molecular profile of the vertical lobe cells. **a** Aristaless (*arx*) expression is limited to the vertical (vl) and the superior frontal lobe (sfl). **b** cAMP-Dependent protein kinase regulatory subunit type II (*pka-R2*) expression can be observed mostly in the vl and less within the sfl. **c** Transmembrane O-Mannosyltransferase Targeting Cadherins 4 (*tmtc4*) is uniquely expressed within the most anterior part of the vl. t-SNE plots for *arx*, *pka-R2*, and *tmtc4* are shown in **a**–**c** together with their respective in situ hybridization. **d** Top 30 genes with the highest fold change for the vertical lobe cells (VL). Scale bars are 100 µm for the overview images and 50 µm for the magnifications. es esophagus, fu funnel, igl inner granular layer, np neuropil, me medulla, ogl outer granular layer, ol optic lobe, pl pedal lobe, plx plexiform layer, sfl superior frontal lobe, st statocysts, vl vertical lobe.

### Non-neuronal cell types

Considering that this is a paralarval brain, of which the number of cells still needs to multiply a thousand-fold to reach adulthood^9,27^, the diversity of mature neuron types is impressive. Aside from a relatively small precursor population (~1%), most cells are post-mitotic. 

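The precursors (PREC) numbered 105 among cells and 80 among nuclei, together 1.08% of all cells (95% interval 0.933 to 1.25). Their share was similar in both libraries, with a ratio of cells to nuclei of 1.31 (0.967 to 1.77). A UMI of the gene paired with the name mki67 (LOC115228146), which the annotation calls nascent polypeptide-associated complex subunit alpha, was found in 1.75% of all cells (1.55 to 1.95) and in 0.745% of GLIA1, at median depths of 3566 and 2349 UMIs. At 1000 UMIs per cell it was found in 0.423% of all cells.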

In a previous study, we identified the lateral lips as the neurogenic niche outside of the developing octopus brain^25^. The lateral lips are anatomically very closely connected with the central brain through the anterior and posterior transition zones. 

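Neurod is a basic helix-loop-helix factor of differentiating neurons. The gene paired with the name neurod (LOC115214857), annotated as bromodomain-containing protein 4-like, was higher in PREC than in all other cells by a log2 fold change of 5.72 (standard error 0.67, adjusted p = 1.79e-14 from edgeR), with 6.99 in cells and 4.19 in nuclei. It had 86 UMIs in the cells and 10 in the nuclei of this type.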

We could retrieve limited expression of previously identified transcription factors achaete-scute homolog 1 (*ascl1*) and neurogenic differentiation factor 1 (*neurod*), which we assumed were lateral lip/transition zone cells (Supplementary Fig. 18). These precursors (PREC) highly expressed markers related to pluripotency, embryonic stem cells, and the npBAF complex. 

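Insm2 is a zinc finger factor of newborn neurons and endocrine cells, rootletin builds the rootlet at the base of cilia, and Ki67, with which the study pairs LOC115228146, coats chromosomes of dividing cells. In PREC insm2 (LOC115217255) was higher by a log2 fold change of 4.95 (standard error 0.77, adjusted p = 1.88e-08 from edgeR), with 5.84 in cells and 4.06 in nuclei. The rootletin gene (LOC115224742) was higher by 4.86 (standard error 0.62, adjusted p = 3.00e-12), with 5.29 and 4.43, and mki67 by 4.65 (standard error 0.60, adjusted p = 3.64e-12), with 4.74 and 4.58. A UMI of insm2 was found in 74.1% of precursors (95% interval 67.1 to 80.2), 10.4% of all cells and 4.28% of GLIA1. At 1000 UMIs per cell the share in precursors was 62.3%, and the median depth of PREC was 2731 UMIs. Of 16131 genes tested 573 were higher in PREC and 1226 lower. A G protein-coupled receptor gene (LOC115220505) had no UMI in precursors and was at least 14.6-fold lower there, against a floor of 3 counts over both libraries. Of the neuropeptide genes, all 20 were lower. Without the library as a block 213 genes were higher and 130 lower.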

Genes such as insulinoma-associated protein 2 (*insm2*), *rootletin* and proliferation marker protein *ki67* were highly expressed within the precursors. The majority of precursor cells were post-mitotic (*neurod*+), but a smaller population was still progenitor-like (*ascl1*+*)* (Supplementary Fig. 18b). 

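Of 185 precursors 12.4% had a UMI of the gene paired with the name neurod, with 18.1% in cells and 5.00% in nuclei. After thinning the share was 7.78%.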

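S-phase genes serve DNA replication, and G2/M genes build the spindle and part the chromosomes. Of 12 S-phase genes tested 8 were higher in PREC and none was lower, and 11 were higher when adjusted over the list alone. Their median log2 fold change was 3.56. The checkpoint gene clspn (LOC115217680) was higher by 5.57 (standard error 0.72, adjusted p = 4.04e-12 from edgeR), with 4.94 in cells and 6.15 in nuclei. Of 15 G2/M genes tested 14 were higher and none was lower, and all 15 were higher when adjusted over the list alone, with a median of 4.99. The spindle motor gene kif11 (LOC115219111) was higher by 7.04 (standard error 0.68, adjusted p = 1.11e-21), with 6.76 and 7.32, and the cell cycle kinase gene cdk1 (LOC115223887) by 6.89 (standard error 0.84, adjusted p = 1.65e-13), with 6.45 and 7.38. The spindle gene tpx2 (LOC115212935) was higher by 6.50 (standard error 0.73, adjusted p = 4.67e-16), with 7.31 and 5.60. A UMI of mki67 was found in 23.8% of precursors (95% interval 17.8 to 30.6), and in 12.6% at 1000 UMIs per cell.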

Common markers for S and G2/M phase were highly expressed in this cluster (Supplementary Fig. 18c). At this stage, we could only find a minor population of proliferating cells (phosphorylated histone h3, PHH3+), within the remnants of the lateral lips but not in the brain (Supplementary Fig. 18d). SAMap found these precursors to be related to mouse oligodendrocytes (Fig. 4a). The resemblance with mouse oligodendrocytes might point to a common ancestral glial cell that has neural progenitor features. Important to note is that the SAMap predictions are dependent on one-to-many orthologue annotations and on the cell types present in both datasets. The adult fly brain and adult mouse telencephalon datasets used for comparison here might not have contained many neural progenitors making the retrieval of related cell types difficult. Future comparisons with datasets of younger life stages or more closely related species might reveal more similarities. Also note that while this paralarval brain represents the end point of embryonic neurogenesis, a secondary phase of neurogenesis during a later stage is likely to occur.

Contrary to most invertebrates, the octopus has a closed circulatory system and a hemolymph-brain barrier^78–80^. At this developmental stage, we expected a certain degree of cerebral vasculature^81^. 

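Vegfr transmits growth signals to vessels, troponin T controls contraction, and dbx/hlx and meox are homeobox factors. All 6 listed endothelial genes were higher in EC than in all other cells, and all 6 when adjusted over the list alone. Of 8 glial signature genes 4 were higher in EC too and 1 lower, and of 35 collagen genes 8 were higher and 3 lower. The homeobox gene dbx/hlx (LOC115210569) was higher by a log2 fold change of 7.19 (standard error 0.54, adjusted p = 8.28e-37 from edgeR), with 7.30 in cells and 7.11 in nuclei, and vegfr by 5.16 (standard error 0.53, adjusted p = 1.54e-19), with 4.96 and 5.36. The muscle gene troponin t (LOC115213834) was higher by 3.95 (standard error 0.52, adjusted p = 3.82e-12), with 3.78 and 4.14. An apelin receptor gene (LOC115214184), whose homologs act in vertebrate vessels, was higher by 9.30 (standard error 0.65, adjusted p = 2.81e-42), with 10.22 and 8.40. The collagen gene col1a2 (LOC115213426) had no UMI in EC and was at least 12.0-fold lower there, against a floor of 3 counts over both libraries. In all 602 genes were higher and 607 lower of 16146 tested. Of 20 neuropeptide genes 16 were lower and none was higher, and all 20 were lower when adjusted over the list alone. Without the library as a block 449 genes were higher and 84 lower. Of the EC cells 14.7% scored as doublets, and with doublets left out 621 genes were higher and 1329 lower.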

We found octopus endothelial cells (EC) that highly expressed conserved markers, more specifically *vegfr*, *troponin T*, developing brain Homeobox/H2.0-like Homeobox ortholog (*dbx/hlx-like*) and *meox2*, Homeobox protein mox-2 (see below). Furthermore, we identified a small population of hemocytes (HC) within the dataset that expressed vascular endothelial growth factor (*vegf*) and sushi, von Willebrand factor type A, EGF, and pentraxin domain-containing protein (*svep1*). 

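Vegf is a growth factor that acts on vessels and hemocytes, and svep1 an extracellular matrix protein. In HC vegf (LOC115218638) was higher than in all other cells by a log2 fold change of 7.70 (standard error 1.03, adjusted p = 2.63e-11 from edgeR), with 9.88 in cells and 4.90 in nuclei, and 304 and 5 UMIs. The gene svep1 (LOC115222969) was higher by 9.51 (standard error 1.52, adjusted p = 7.84e-08), with 11.24 and 7.75. A gene of the tryptase family of serine proteases (LOC115209570) was higher by 8.59 (standard error 0.90, adjusted p = 8.89e-18), with 9.43 and 7.40. In all 350 genes were higher and 117 lower of 16173 tested. Those lower were 50 without the library as a block, 46 with DESeq2's Wald test, 219 with no filter on counts and 211 with types weighted equally. Lower by at least 5.57-fold, against a floor of 3 counts over both libraries, was a glycine receptor gene (LOC115218578) with no UMI in HC.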

We also observed high *vegf* expression underneath the epidermis in a punctuate pattern (Supplementary Fig. 19). The resemblance of the octopus hemocytes with mouse microglia, which are derived from the blood lineage, was not unexpected (Fig. 4a).

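Collagens form fibres of the extracellular matrix, and troponin and tropomyosin regulate muscle contraction. Of 7 listed fibroblast and muscle genes 5 were higher in FBL than in all other cells and none was lower by edgeR, and 6 were higher and 1 lower when adjusted over the list alone. The tropomyosin gene LOC115211717 was higher by a log2 fold change of 8.32 (standard error 1.37, adjusted p = 6.40e-07), with 10.15 in cells and 6.47 in nuclei. The collagen genes col1a2 and col4a5 (LOC115221996) were higher by 3.73 (standard error 1.03, adjusted p = 0.0256), with 2.20 and 5.23, and by 4.02 (standard error 0.84, adjusted p = 0.000275), with 3.96 and 4.09. For col15a1 (LOC115223963) the value was 1.92 (standard error 0.74, adjusted p = 0.446). The muscle gene transgelin-3 (LOC115211794) was higher by 8.73 (standard error 2.08, adjusted p = 0.00352), with 10.88 and 6.56. Of 36 collagen genes tested 8 were higher and none was lower, and 16 were higher when adjusted over the list alone. Of 73 genes of cytosolic ribosomal proteins 1 was higher, with a median of 1.55, and 38 were higher with DESeq2's size factors. In all 212 genes were higher and 0 lower of 16103 tested by edgeR, with 215 lower at an unadjusted p under 0.05. DESeq2's Wald test also called 0 lower, with 168 at an unadjusted p under 0.05, and edgeR with DESeq2's size factors called 21 lower. Per 1000 UMIs, FBL nuclei held 14.2 UMIs of 5 neuron marker genes and FBL cells 5.32, while nuclei of neurons held 15.7. HC, EC and the glial types also held more of these in nuclei than in cells. Of 79 muscle and collagen genes, FBL nuclei held 9.20 and FBL cells 27.6.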

Fibroblast-like cells (FBL) were annotated based on their expression of collagens, troponin, tropomyosins, and ribosomal genes. Octopus fibroblasts were organized in a layer that surrounds the brain (Supplementary Fig. 19). As this cell type produced an extracellular matrix, it might contribute to forming the protective structure surrounding the central brain. 

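A UMI of the contraction gene troponin t was found in 44.2% of FBL (95% interval 39.4 to 49.0), with 78.6% in cells and 41.8% in nuclei. In EC the share was 66.4% (57.0 to 74.9), in GLIA1, which should lack it, 2.24% (1.16 to 3.87), and over all cells 3.69%. At 1000 UMIs per cell the shares were 31.1% of FBL, 40.4% of EC and 0.805% of GLIA1. FBL had a median of 1637.5 UMIs per cell, EC 2695.5 and GLIA1 2349. Its log2 fold change in FBL was 7.69 (standard error 1.83, adjusted p = 0.00352 from edgeR), with 10.08 in cells and 5.28 in nuclei.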

Only half of the FBL expressed *troponin T* marking fully differentiated cells. Octopus FBL mapped to mouse endothelial cells, reflecting their common mesodermal origin (Fig. 4a).

### Homeobox genes are defining transcription factors for cell-type identity

To further understand cell-type relationships, we built a cell-type taxonomy based on all genes (Fig. 6a). Most relationships were as expected (blood-glial-neuronal), except for FBL, which clustered with neuronal subtypes. 

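A neighbor-joining tree of the 42 types was built from 1 minus the Pearson correlation of mean log expression over 20700 genes, with 1000 bootstraps over genes. GLIA1, GLIA2 and GLIA3 formed a branch in 100% of bootstraps, EC and HC in 100%, and these 5 types together in 99.9%. In the nuclei alone the glia had 26.5% and EC with HC 0%, and the 5 types together had 0% in either library alone. FBL was most correlated with the neuronal types PEP-Fmrfa3 (0.938) and GLUT1 (0.938), above HC (0.835) and EC (0.812). In the tree its smallest branch held it with the glia, EC, HC, the precursors and TBA8, with a support of 90.3%. In the cells library alone FBL joined EC and HC in 100% of bootstraps. In the nuclei alone it was most correlated with SERT (0.932), and the branch of glia, EC, HC, FBL and PREC had a support of 100%. Of 39 splits 34 had a support over 50%.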

Next, we sought to identify shared transcriptional programs by examining which transcription factors (TFs) were differentially expressed between the different branches of the tree. After subsetting for TFs, we identified the top differentially expressed TFs (with a reference orthologue in either mouse or fly) for each group against all others. Groups are color-coded on the tree and the expression of the identified TFs are shown in a dot plot (Fig. 6a, b). 

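Sox5/6/13 is a transcription factor of the Sox family. Its gene (LOC115218419) was higher in EC than in all other cells by a log2 fold change of 3.53 (standard error 0.53, adjusted p = 1.73e-09 from edgeR), with 3.61 in cells and 3.47 in nuclei. In HC the value was 0.93 (standard error 0.63, adjusted p = 0.836), with 1.54 in cells and 0.16 in nuclei, where 4 UMIs were counted. The signalling factor gene smad6/7 (LOC115218995) was higher in EC by 2.58 (standard error 0.48, adjusted p = 3.67e-06), with 2.64 and 2.55.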

We found that HC and EC were characterized by high expression of *sox5/6/13*, which confirms previous observations of *sox5/6/13* in the circulatory system of *Sepia officinalis*^82^. GLIA1,2 and 3 were specified by the ETS-TF pointed (*pnt*), similar to glial cells in *Drosophila*^83^. 

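In GLIA1 the transcription factor gene pnt was higher than in all other cells by a log2 fold change of 5.08 (standard error 0.39, adjusted p = 1.43e-35 from edgeR), with 5.32 in cells and 4.85 in nuclei. In GLIA2 it was higher by 4.77 (standard error 0.78, adjusted p = 3.59e-07), with 5.24 and 4.32. GLIA3, with 25 cells in all, had a value of 1.16 (standard error 0.77, adjusted p = 0.891), with 2.44 and 0.26.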

Regarding the specification of neuronal subtypes, we found that *soxB1* was differentially expressed in a subset of neurons (Fig. 6a). 

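SoxB1 factors keep neural progenitors and, in some animals, act in differentiating neurons. The soxB1 gene stood at 1399 CPM in OGL1, 1360 CPM in IGL2-GLUT/DOP, 981 CPM in ACH1 and 943 CPM in VL, the 4 types with the highest levels over both libraries. In nuclei IGL2-GLUT/DOP was highest, at 1137 CPM.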

Previous work has shown that also in *O. vulgaris*, *soxB1* was expressed in post-mitotic neurons and is likely involved in neural differentiation^25^. 

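The zinc finger gene bcl11a/b was higher in OGL2-DOP than in all other cells by a log2 fold change of 1.46 (standard error 0.17, adjusted p = 3.56e-16 from edgeR), with 1.27 in cells and 1.66 in nuclei. In DOP1 it was higher by 1.25 (standard error 0.28, adjusted p = 0.000325), with 0.94 and 1.57, in DOP2 by 0.99 (standard error 0.22, adjusted p = 0.000134), with 0.78 and 1.21, and in DOP3 by 0.93 (standard error 0.19, adjusted p = 2.20e-05), with 0.79 and 1.10. Over both libraries its highest levels were 1658 CPM in IGL2-GLUT/DOP, 1590 CPM in OGL1, 1310 CPM in OGL2-DOP and 1295 CPM in DOP1. In the tree DOP1, DOP2, DOP3, OA and OGL2-DOP formed a branch in 100% of bootstraps.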

Most dopaminergic cell types (DOP1, DOP2, DOP3, and OGL2-DOP) expressed *bcl11a/b*, a ZnF TF gene duplicated in mammals and key for the development of a subset of mouse midbrain dopaminergic neurons (Bcl11a)^84^. Another branch grouped cell types such as GLUT4, VL, and CCAP (branch d), which are all localized in the (sub)vertical lobe (Figs. 2, 5 and Supplementary Fig. 20). These cell types highly expressed *eip93F* and might have a common origin. 

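GLUT4, VL and CCAP formed a branch of the tree with a support of 57%. The branch had a support of 14.8% in the cells library alone and 53.9% in the nuclei alone. For eip93F the log2 fold change against all other cells was 0.49 in GLUT4 (standard error 0.38, adjusted p = 0.946 from edgeR), with 0.82 in cells and 0.14 in nuclei. In CCAP it was 1.08 (standard error 0.61, adjusted p = 0.652), with 0.82 and 1.33. Only VL passed the test for this gene among the 3 types.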

Although we did not spatially map all the cell types in the tree, there seemed to be a trend that optic lobe cell types (branch g-k) and central brain cell types (branch d-f) group together. Taken together, we identified the major TFs (in Fig. 6a, b) which are important for cell-type specification within the octopus brain. In our taxonomy, more supported branches seemed to contain cell types that were spatially close together in the brain, suggesting that in different regions, cell diversification might have happened from an ancestral cell type.

**Fig. 6:**
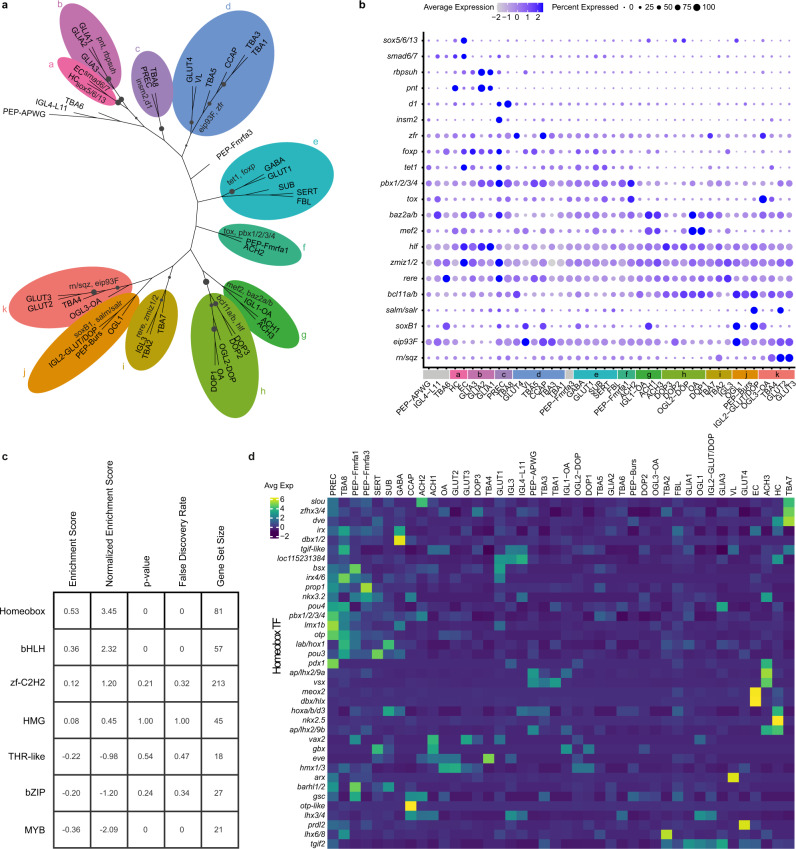
Cell-type specificity and transcription factors. **a** Neighbor-joining tree of octopus cell types. Branches with bootstrap support higher than 0.5 are visualized by increasing dot size. Differentially expressed transcription factors (TFs) for each group are shown. **b** Differentially expressed TFs from **a** are shown in a dot plot. **c** Enrichment scores for the TF classes within the ranked list based on tau. **d** Heatmap of highly variable Homeobox transcription factors, averaged per cell type and scaled.

Recent studies in *C. elegans*^85^ and in fly motoneurons^86^ suggest that unique combinations of Homeobox TFs are responsible for maintaining cell-type identity. To investigate which TF families determine cell-type identity in octopus, we calculated the tissue specificity index (tau) for all TFs, which resulted in a ranked list. A gene set enrichment analysis for the different TF families within the ranked list identified the most cell type-specific one. We found that Homeobox TFs are the most linked with cell-type identity, followed by basic helix-loop-helix TFs and ZnF, which massively expanded in coleoid cephalopods (Fig. 6c). 

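Homeobox, basic helix-loop-helix (bHLH) and zinc finger proteins are families of transcription factors. Tau was computed over the 42 types for 1678 transcription factors with a count in at least 20 cells, and each family's median was ranked among 10000 random lists of the same size matched on expression. The 53 Homeobox genes had a median tau of 0.893, at percentile 100, where the random lists had a median of 0.775. The 12 ETS genes had a median of 0.870, at percentile 99.74, and the 44 bHLH genes 0.813, at percentile 99.99. The 187 genes annotated zf-C2H2 had 0.721, at percentile 84.2. The 1102 annotated zf-H2C2_2 had 0.759, at percentile 0, where the random lists had a median of 0.777. They are most of the 1678 ranked genes, so these lists were drawn largely from the class itself, and percentile 0 marks a small difference. Without matching on expression these zinc finger classes lay at percentiles 2.35 and 86.7, so their place depends on the matching. Homeobox genes had a median of 0.919 in the cells alone and 0.886 in the nuclei alone, the latter at percentile 99.99, while bHLH genes fell to percentile 87.58 in the nuclei alone. Percentiles describe these libraries, since genes are not replicates.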

Combinations of Homeobox TFs do seem to be uniquely expressed in certain cell types (Fig. 6d), which suggests that the concept of a cell type determining Homeobox code is translatable to organisms with increased neuronal cell-type diversity. 

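Among the Homeobox genes the otp-like gene LOC118763461 had a tau of 0.995 with its highest level in CCAP, and hhex 0.977 with its highest level in GLIA2. The vsx gene (LOC115212850), named for the visual system, had a tau of 0.923 and was higher in ACH3 by a log2 fold change of 3.82 (standard error 0.27, adjusted p = 4.25e-42 from edgeR), with 4.03 in cells and 3.39 in nuclei. Others were broad, with a tau of 0.539 for zfh2, 0.491 for pbx and 0.342 for hmbox1. From the combinations of Homeobox genes in single types, the paper proposes that a Homeobox code for cell types extends to this brain.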

Besides *ar*x (Fig. 5), highly expressed in the amacrine cells of the developing vertical lobe, we mapped the expression patterns of two other Homeobox TFs (*vsx* and *prdl2*) that very clearly delineated cell types. We found that the visual system Homeobox gene (*vsx*, Supplementary Fig. 20) is expressed mostly in the optic lobe medulla and in a few cells in the subesophageal mass, in line with what has been described in *S. officinalis*^87^. 

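The paired-like homeobox gene LOC118765224, named prdl2, was higher in GLUT4 than in all other cells by a log2 fold change of 3.14 (standard error 0.51, adjusted p = 2.85e-07 from edgeR), with 3.54 in cells and 2.29 in nuclei. It rested on 30 UMIs in cells and 4 in nuclei of this type, and had a tau of 0.957.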

*Prdl2*, a paired-like Homeobox domain gene, clearly marked the GLUT4 population and was located in a very specific area in the subvertical lobe (Supplementary Fig. 20). This gene is the ortholog of *Doryteuthis pealeii prdl2*, which marked a distinct region of the cerebral cord (prospective subvertical lobe) in the developing squid embryo^88^. We found homology between the expression of the Hox gene labial (*lab*) in SUB (Fig. 6d) and expression in *Euprymna scolopes*^89^ and *O. bimaculoides*^13^ palliovisceral and pedal cords, embryonic structures that form the subesophageal mass. 

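Labial is the most anterior of the Hox genes. In SUB lab (LOC115231183) was higher than in all other cells by a log2 fold change of 2.31 (standard error 0.26, adjusted p = 2.56e-17 from edgeR), with 3.05 in cells and 1.47 in nuclei. Its tau was 0.818, with the highest level in SUB.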

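The homeobox gene dbx1/2 (LOC115218560) specifies interneurons in the vertebrate spinal cord. In the type GABA it was higher than in all other cells by a log2 fold change of 3.53 (standard error 0.39, adjusted p = 6.64e-17 from edgeR), with 4.15 in cells and 2.72 in nuclei. Its tau was 0.945.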

*Dbx1/2* was highly expressed in the GABAergic neurons, similar to *Dbx* expression in *Drosophila* which is restricted to GABAergic interneurons with short axons^90^. 

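The homeobox gene annotated as meox1/2 (LOC115210984) was higher in EC than in all other cells by a log2 fold change of 6.05 (standard error 0.62, adjusted p = 1.08e-19 from edgeR), with 5.51 in cells and 6.40 in nuclei. It rested on 5 UMIs in cells and 40 in nuclei of EC. Its tau was 0.990, and that of dbx/hlx was 0.991, both with the highest level in EC.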

We can also observe specific expression *dbx/hlx* and *meox2* in EC, which are known regulators in human endothelial cells^91–93^. We find that hemocytes are characterized by a high expression of *nkx2.5*. This observation is consistent with previous research in squid^94^ and cuttlefish^95^, where high expression of *nkx2.5* in mesodermal structures such as the systemic heart was found. 

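Nkx2.5 is a homeobox factor of heart development. In HC nkx2.5 (LOC115223154) was higher than in all other cells by a log2 fold change of 6.07 (standard error 0.84, adjusted p = 1.93e-10 from edgeR), with 6.68 in cells and 5.37 in nuclei, on 22 and 5 UMIs. Its tau was 0.983.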

Taken together, Homeobox TFs expression was found to be conserved on numerous occasions, although we did not yet systematically map all clusters spatially.

### Genetic novelty drives cellular diversification

Our data showed a large diversity in brain cell types, which is expected in an animal with a rich cognitive behavioral pattern. Novel genes have been found enriched in species-specific cell types^96^. These genes can contribute novel features and lead to the evolution of unique cell types. Previous genomic studies indicated that coleoid cephalopods, including *O. bimaculoides* and *O. vulgaris*, specifically expanded certain gene families, leading to novel octopus genes^19,97^. We hypothesized that recently expanded gene families, such as PCDH, ZnF, and GPCR, might convey the potential to diversify and develop octopus-specific cell types. For this purpose, we investigated whether genes of these families are enriched in certain cell types, which could be considered as a metric for novelty (p-adj<0.05, based on Fisher’s exact tests, Bonferroni corrected; Supplementary Fig. 21). 

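G protein-coupled receptors (GPCR) receive transmitters, peptides and hormones, and C2H2 zinc finger proteins (ZnF) bind DNA. Among genes with a count in at least 25% of the cells of a type or of the rest, Fisher's exact test asked whether a family was over-represented among those higher in a type by over 0.25 on the natural log scale. GPCRs were enriched in 15 of 42 types at a Bonferroni adjusted p under 0.05, in 7 with a threshold over 1 and in 8 in the nuclei alone. The odds ratio was 9.22 in GABA (adjusted p = 1.07e-10 by Fisher's exact test), 5.60 in SERT (adjusted p = 4.05e-06 by the same exact test) and 3.73 in PEP-APWG (adjusted p = 0.00132 by the same exact test). In the precursors GPCRs were depleted, with an odds ratio of 0.203 (adjusted p = 0.00416 by the same exact test), while over 0.5 and over 1 no type was depleted. For ZnF in the precursors, 51.3% of the listed genes that passed the 25% limit were higher, against 35.5% of other genes that passed it. The odds ratio was 1.91, with an unadjusted p of 0.00451 and an adjusted p of 0.189 by the same exact test. In the GPCR list, GABA no longer passed over 0.5 (adjusted p = 1 by the same exact test), none of GABA, SERT and PEP-APWG passed over 1, and PEP-APWG did not pass in cells or nuclei alone (adjusted p = 1 and 0.274 by the same exact test). Over the 42 types 0 passed for ZnF, while with a threshold over 0.5, or in the cells alone, PREC passed (adjusted p = 0.0489 and 0.0457 by the same exact test). The lists hold 130 GPCR and 141 ZnF genes that the study chose because they differ between types in these samples, so the tests are not independent evidence. The annotation holds the word receptor for 101 of the GPCR genes and zinc finger for 72 of the ZnF genes, among which are rootletin and the APWGamide precursor.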

While distinct subsets of GPCR were highly expressed in specific neuronal cell types (GABA, SERT, and PEP-APWG), the ZnF were enriched in the precursor cells, pointing to a potential role in cell fate specification and differentiation. This corroborates the finding that ZnF genes are more highly expressed during embryogenesis in *O. bimaculoides*^19^.

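Protocadherins (PCDH) are cell adhesion molecules that set neurons apart from one another in vertebrates. By the same test over genes, PCDH were over-represented among the genes higher in 8 of 42 types, namely ACH3, GLUT1, GLUT2, GLUT4, IGL1-OA, OGL1, OGL3-OA and PEP-Burs. The odds ratio was 8.44 in OGL3-OA (adjusted p = 3.66e-07 by Fisher's exact test), which no longer passed over 1 (adjusted p = 1 by the same exact test). Enriched types fell to 1 over 1 and to 3 in the nuclei alone. The 75 PCDH genes of Supplementary Data 8 were chosen by the study on these samples.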

PCDH were often annotated as marker genes for specific cell types (logfc.threshold >0.25). We found that some PCDH were ubiquitously expressed, while others were enriched in specific cell types (Fig. 7a). *PcdhO1* (Fig. 7b) was highly expressed within serotonergic neurons (SERT), whereas *pcdhO2* (Fig. 7c) was enriched in a subset of octopaminergic neurons in the ogl (OGL3-OA). 

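The gene pcdhO1 (LOC115218755) was higher in SERT than in all other cells by a log2 fold change of 6.84 (standard error 0.34, adjusted p = 2.00e-83 from edgeR), with 7.53 in cells and 6.00 in nuclei. Like pcdhO2, it had a higher fold change in cells than in nuclei.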

Important to note that these PCDH have evolved independently and hence are not orthologous to vertebrate PCDH. 

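Of 193 genes whose annotated name holds protocadherin, 10 are named protocadherin Fat, a distinct kind of large cadherin. Of the other 183, 152 lie on 1 sequence, NC_043010.1, between 536402 and 60897241, and 31 lie on 22 other sequences. Of the 193 genes 182 had a count. PCDH are similar paralogs, and reads that map to several of them were left uncounted by the authors' counting.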

We grouped the PCDH based on their genomic location and identified 159 clustered and 13 non-clustered PCDH (located on different scaffolds). We could not identify any clear differences in expression based on their genomic location (Supplementary Fig. 22). 

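In cells the median level was 17.2 CPM for the PCDH on NC_043010.1 (quartiles 4.69 and 66.3) and 0.512 CPM for those on other sequences (0 and 4.33). In nuclei the medians were 23.4 and 0.983 CPM. These levels are over all annotated cells, and those of single types were not compared by place.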

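PCDH together made up 13650 CPM in neuronal cells and 7699 CPM in non-neuronal cells. EC had 5128 CPM, HC 4639 CPM and GLIA1 6814 CPM, and FBL 10619 CPM. In the glia 92 of 163 protocadherins tested were lower than in all other cells and 7 were higher by edgeR, and 99 were lower and 7 higher when adjusted over the list alone. Of 165 tested in EC, 53 were lower and 2 higher, and 60 were lower and 3 higher when adjusted over the list alone. Among the exceptions, protocadherin LOC115219541 was higher in glia by a log2 fold change of 6.67 (standard error 0.44, adjusted p = 2.18e-48), with 7.69 in cells and 5.67 in nuclei.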

Although neuronal and non-neuronal cell types express multiple PCDH genes (Supplementary Fig. 22a), the average expression of all PCDH is lower in non-neuronal cell types such as EC, GLIA, HC (Supplementary Fig. 22b). Based on raw counts of individual cells, we find that on average each cell expresses 19 different PCDH genes (Supplementary Fig. 22c). 

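Each cell had a UMI of 22.2 PCDH genes on average (SD 11.8 over cells). The mean was 23.5 genes in the cells library and 20.9 in the nuclei. After thinning it was 9.35, so the number follows depth. The most in a single cell was 84.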

For neuronal cells, this number is higher (21 PCDH) than for non-neuronal cells (13 PCDH), suggesting that PCDH are more important in neurons, and might contribute to cellular diversification.

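Neuronal cells had a UMI of 23.0 PCDH genes on average (SD 11.4 over cells) and non-neuronal cells of 12.1 (SD 11.1). At 1000 UMIs per cell these were 9.61 and 5.63, at median depths of 3696 and 2345 UMIs before thinning. In the cells library the means were 23.9 and 8.86, and in the nuclei 21.9 and 13.0. SUB had 27.7 genes and SERT 26.5, while EC had 9.22, GLIA1 9.90 and HC 11.5. At 1000 UMIs SUB had 9.39 and SERT 9.70, level with all neuronal cells, and EC had 3.16, GLIA1 4.59 and HC 4.35. FBL had 11.8 genes in cells and 16.3 in nuclei. From the higher number in neurons, the paper proposes that PCDH are more important in neurons and might contribute to cellular diversification.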

**Fig. 7:**
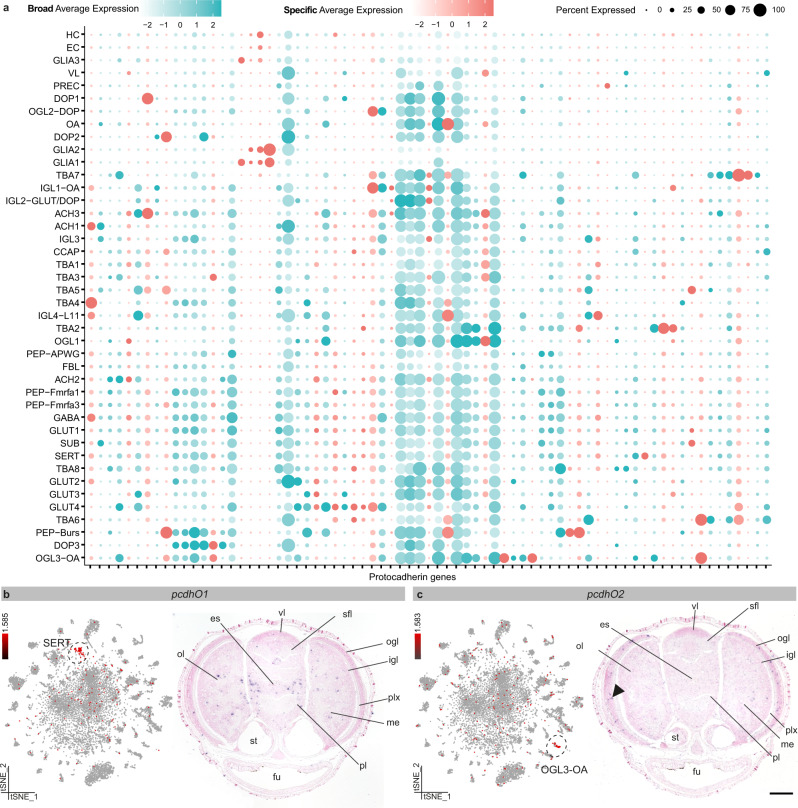
Protocadherin gene family expansion underlies cellular diversification. **a** Dot plot of highly variable protocadherin genes (PCDH). PCDH with a tissue specificity index above 0.85 are considered specific and color-coded in pink. PCDH with a tissue specificity index below 0.85 are broadly expressed and shown in blue. **b** Protocadherin O1 (*pcdhO1*) is expressed within serotonergic neurons (SERT). **c** Protocadherin O2 (*pcdhO2*) is expressed within the octopaminergic neurons localized in the outer granular layer (OGL3-OA), a positive signal is indicated with a black arrow. Scale bars represent 100 µm. es esophagus, fu funnel, igl inner granular layer, me medulla, ogl outer granular layer, ol optic lobe, pl pedal lobe, plx plexiform layer, sfl superior frontal lobe, st statocysts, vl vertical lobe.

### Towards a single-cell view of the octopus brain

Here we provided an initial view of cell-type diversity of a highly complex invertebrate brain, which we have only begun to explore (Supplementary Figs. 23, 24). Based on the work by J.Z. Young, the number of real cell types likely ranges between 100–150 in the adult octopus nervous system^6,9^. Using the difference in nuclear size and anatomical location inferred from classical Golgi stainings as a metric, one can distinguish 116 different cellular phenotypes. In the hatchling brain, we were able to identify only 42 cell types out of the putative 116 present in the adult. Since this developing octopus brain still needs to grow, the number of cell types will also likely increase with age. Moreover, a large number of cells in the central constellation likely comprises many rare cell types. Increasing the number of sequenced cells might reveal additional heterogeneity of the central constellation and will likely resolve more cell types in future studies. Nevertheless, the dataset presented here already provides a starting point for comparative studies with other cephalopod species and/or with the adult octopus brain, which might yield informative answers linking brain complexity and cell-type diversity. Comparative studies that incorporate cell-type atlases of a more diverse range of invertebrate organisms can further elucidate cell-type homologies by examining transcription factor conservation. Multimodal analyses which enable evolutionary comparisons between gene regulatory networks might provide additional support and shed light on cell-type evolution. It remains an open question whether larger nervous systems also have more cell types or whether they have an increased cell number per cell type. Larger cell numbers of certain cell types might increase the computational power of the brain, which could explain the higher cognitive function of the octopus brain.

## Methods

### Genome annotation

The chromosomal scale genome assembly for *Octopus sinensis* was used (ASM634580v1, https://www.ncbi.nlm.nih.gov/data-hub/genome/GCF_006345805.1/)^29^. We extended the 3′-ends of the genes using an evidence-guided approach (https://github.com/rajewsky-lab/octopus_microRNAs/tree/main/gene_extension). First, full isoform-sequencing data (Iso-Seq, PacBio Sequel) was used to reconstruct mRNA isoforms (data retrieved from PRJNA718058, PRJNA791920). We included both paralarval^25^ and adult^32^ Iso-Seq datasets of *O. vulgaris*. For each gene, the end of the longest isoform was considered the new 3′-end. Next, a full-length mRNA sequencing method—FLAM-seq—was used to locate mRNA cleavage sites in the genome (PRJNA791920)^32^. Cleavage sites located within 60,000 bp were assigned to the closest upstream genes. Finally, to account for the genes missing in the FLAM-seq dataset, published short-read RNA-seq datasets were used to extend the genes based on coverage (PRJNA547720)^98^. In brief, each gene was extended if there was sufficient continuous RNA-seq coverage (≥5 reads) downstream. A schematic depiction of the pipeline is available in Supplementary Fig. 1c. The resulting genome annotation is available in Supplementary Data 1. This approach resulted in a twofold decrease in the number of reads mapping to intergenic regions (Supplementary Data 2). We manually curated the genome annotation for the PCDH gene family. Some read-through transcripts resulted in gene fusions and this was corrected by taking into account the number of protein domains. Transdecoder (https://github.com/TransDecoder/, v5.5.0) was used to identify the CDS. Functional annotation was performed by running BLAST + v2.7.1 against the SwissProt protein databases of *Drosophila melanogaster, Mus musculus*, and *O. bimaculoides* (with an e-value threshold of 10^−5^). In addition, EggNOG-mapper v2^99^ was used to infer orthologies to bilaterian genes. The results are summarized in Supplementary Data 3. Gene ontology terms were also predicted by EggNOG, and we calculated the enriched gene ontology terms for certain clusters with the GSEApy package (v0.10.3).

### Animals

*O. vulgaris* embryos were obtained from the Instituto Español de Oceanografía (IEO, Tenerife, Spain). Embryos were then incubated until hatching in a closed system in the Laboratory of Developmental Neurobiology (KU Leuven), Belgium^23^. One day after hatching, larvae were sedated with 2% ethanol (in artificial seawater). Next, 30 brains were dissected on ice for single cells and 30 brains for single nuclei in L15-medium (Sigma) with additional salts (214 mM NaCl, 26 mM MgSO_4_x7H_2_O, 4.6 mM KCl, 2.3 mM NaHCO_3_, 28 mM MgCl_2_×6H_2_O, 0.2 mM l-glutamine, 38 mM d-glucose, 10 mM CaCl_2_×2H_2_O, pH = 7.6). Statocysts and retinal tissues were removed as much as possible. All procedures involving hatchlings were approved by the ethical board on animal experimentation from KU Leuven (permit P080/2021), in compliance with Directive 2010/63/EU^100^.

### Immunohistochemistry and in situ hybridization

One-day-old paralarvae were sedated as above and fixed overnight in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS). Immunohistochemistry and in situ hybridization were performed as previously described^25^. Briefly, embryos were embedded in paraffin after progressive dehydration and sectioned with a paraffin microtome (Thermo Scientific, Microm HM360) to obtain 6-µm-thick transversal sections. For immunohistochemistry, we used a 1:300 dilution of monoclonal mouse anti-Acetylated alpha Tubulin (Sigma T6793, clone 6-11B-1, BATCH 0000108923) and polyclonal rabbit anti-phospho-histone H3 (Ser10) (Millipore 06-570, LOT3527703) as primary antibodies. Secondary antibodies Donkey anti-Mouse IgG (H + L) Antibody, Alexa Fluor 488 (Life Tech, Invitrogen, A-21202, LOT2266877), and Donkey anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Antibody, Alexa Fluor 555 (Life Tech, Invitrogen, A-31572, LOT2286312) were also diluted 1:300. Colorimetric in situ hybridization was performed using DIG-labeled antisense probes and an automated platform (Ventana Discovery, Roche) with RiboMap fixation and BlueMap detection kits (Roche). Probes were designed to be between 500–1000 bp in length and were blasted against the *O. sinensis* genome to ensure specificity. The amount of probe used per slide (100–300 ng) and incubation with BCIP/NBT (6–9 h) was dependent on the target gene. Each probe was tested at least twice (different embryos and independent experiments). Primers and probe sequences are listed in Supplementary Data 6. Hybridization chain reaction (HCRv3.0) and imaging was performed as described before^25^. Briefly, probe sets were designed with the insitu_probe_generator^101^ followed by automated blasting and formatting to minimize off-target hybridization with a custom script^102^. Probe sets were ordered for *Ov-glut*, *Ov-th*, *Ov-vacht*, *Ov-LOC118767670, Ov-apolpp*, and *Ov-gat1* from Integrated DNA Technologies, Inc (Supplementary Data 6). Amplifiers were ordered from Molecular Instruments, Inc (B1 Alexa Fluor-546, B2 Alexa Fluor 647, and B3 Alexa Fluor 488). To improve the signal-to-noise ratio, the probe concentrations were increased to 0.9 pmol. Imaging was done with a Leica DM6 upright microscope (IHC, colorimetric ISH), an Olympus confocal microscope Fluoview FV1000 or a Zeiss LSM900 (HCR).

### Single cell suspension

Paralarval brains were enzymatically dissociated by adding 20 µl of Collagenase/Dispase (100 mg/ml, Roche) to 500 µl L15-adapted medium (see above) and incubating for two hours at 25 °C, 500 rpm. Every 15 min, a P100 was used to pipet slowly up and down until the tissue was fully dissociated. After a 5 min centrifugation step (200×*g*, 4 °C), the supernatant was discarded and the pellet was resuspended in 1 ml of Mg-Ca-Free filtered seawater with 0.04% BSA (449 mM NaCl, 33 mM Na_2_SO_4_, 9 mM KCL, 2.15 mM NaHCO_3_, 10 mM Tris-Cl pH 8.2, 2.5 mM EGTA, filter sterilized). The cells were pulled through a strainer (35 µm) by a brief spin, followed by a wash with 400 µl Ca-Mg-Free filtered seawater. Cells were centrifuged again for 5 min (200×*g*, 4 °C), supernatant was removed, and the pellet was resuspended in 100 µl Ca-Mg-Free filtered seawater with 0.04% BSA. The cell viability and concentration were assessed by the LUNA-FL Dual Fluorescence Cell Counter (Logos Biosystems). We obtained a single-cell suspension with a multiplet cell percentage of 2.6%. The average cell size was 9.1 µm. The cell suspension was further diluted to reach appropriate cell counts, and a final viability of 84.9% was obtained before proceeding with 10X Genomics.

### Single nuclei extraction

The brains were immediately transferred to a Dounce homogenizer (Sigma) containing 0.5 ml of ice-cold homogenization buffer (HB) (320 mM Sucrose, 5 mM CaCl_2_, 3 mM Mg(OAc)_2_, 10 mM Tris 7.8, 0.1 mM EDTA, 0.1% IGEPAL CA-360, 0.1 mM Phenylmethylsulfonyl fluoride, 1 mM β-mercaptoethanol with 5 µl RNasin Plus). The tissue was incubated in the HB for 5 min before starting homogenization. The tissue was homogenized with 10 manual gentle strokes (pestle A) + 10 manual gentle strokes (pestle B). The tissue homogenate was filtered through a 70 µm cell mesh strainer. Leftover contents on the strainer were washed with an additional 0.5 ml HB buffer. The homogenized tissue was incubated in HB on ice for 5 min. Leftover contents on the strainer were washed with an additional 1.65 ml HB, which added to a final volume of 2.65 ml. The nuclei homogenate in the HB was mixed with 2.65 ml of Gradient Medium (GM) (5 mM CaCl_2_, 50% Optiprep, 3 mM Mg(OAc)_2_, 10 mM Tris 7.8, 0.1 mM Phenylmethylsulfonyl fluoride, 1 mM β-mercaptoethanol). 29% density cushion was prepared by dilution of Optiprep with Optiprep Diluent Medium (150 mM KCl, 30 mM MgCl_2_, 60 mM Tris pH 8.0, 250 mM sucrose). The nuclei suspension in the HB + GM mix was layered over the 29% cushion and centrifuged in an SW41Ti rotor (Beckman Coulter) at 7700 rpm and 4 °C for 30 min. The supernatant was removed with a Pasteur pipette, and the removal of the lower supernatant was done with a P200. The nuclei pellet was resuspended in 50 µl Resuspension Buffer (PBS, 1% BSA) and transferred to a new tube. The resuspended nuclei were counted using a LUNA-FL Dual Fluorescence Cell Counter (Logos Biosystems).

### 10X Genomics

Library preparations for the sc/snRNA-seq experiments were performed using 10X Genomics Chromium Single Cell 3′ Kit, v3 chemistry (10X Genomics, Pleasanton, CA, USA). We aimed for a targeted cell recovery of 6000–10,000 cells/nuclei. Post cell count and QC, the samples were immediately loaded onto the Chromium Controller. Single cell or single nuclei RNA-seq libraries were prepared using manufacturers' recommendations (Single cell 3′ reagent kits v3.1 user guide; CG000204 Rev D), and the library quality was assessed using Qubit (Thermo Fisher) and Bioanalyzer (Agilent) at different checkpoints. With a targeted sequencing coverage of 25–50 K reads per cell, single-cell libraries were sequenced on Illumina’s NovaSeq 6000 platform (VIB nucleomics core, KU Leuven) using paired-end sequencing workflow and with recommended 10X; v3.1 read parameters (28-8-0-91 cycles). A total of 202,402,758 reads were obtained for the nuclei and 247,457,191 reads for the cells.

### 10x Data preprocessing

All samples were processed with 10x Genomics Cell Ranger 5.0.1 for mapping, barcode assignment, and counting. Introns were retained and the parameter –expected cells was set at 8000 for both samples. Sequencing metrics for both samples can be found in Supplementary Data 2. The 3′-end extended genome annotation described above was used as a reference (Supplementary Data 1). This resulted in a raw dataset of 20,957 genes by 14,265 cells for the single cells and 21,073 genes by 8910 cells for the single nuclei. Filtering and subsetting steps were done in Seurat v3.2.3^103^. Nuclei and cells with too high (>4000) or too low (<400 for nuclei, <800 for cells) gene counts were filtered out to exclude doublets and empty droplets. Cells with a higher percentage (>5) of mitochondrial RNA were regressed out since these were likely of low quality and possibly dying. Genes expressed in less than 10 cells were excluded. Highly variable genes were identified with the default VariableFeatures() function in Seurat (nfeatures = 3000). The SCTransform scaling method was used and data integration of the cells and nuclei was done following the recommended Seurat vignette. This resulted in a filtered integrated dataset of 17,961 genes by 17,081 cells. Subsequent data analysis was done with Seurat v4.0.4.

### Cluster annotation

The package scclusteval was used to assess optimal clustering parameters to obtain the highest number of stable clusters^35^. By resampling and repeated clustering, we used the mean Jaccard indices as a metric for stability. Reclustering according to these optimal parameters (dims = 150, k.param = 10, resolution = 2) resulted in the highest number of stable clusters. Cluster identities were transferred to the Seurat object. We used the package SCopeLoomR (https://github.com/aertslab/SCopeLoomR; v0.13.0) to generate the loom file, to facilitate data exploration in SCope. The expression levels of the genes in the SCope t-SNE plots are Log transformed and visualized with a scale bar. To visualize the expression levels of three genes in the CMY color scale, expression values were normalized with sctransfrom. We obtained a total number of 87 clusters, and for cluster annotation purposes, we filtered out all unstable clusters (<0.6 Jaccard index) and discarded the clusters that were not well defined (clusters 0,8,12,17,48,58). Cluster 3 and cluster 15 were merged into IGL2-GLUT/DOP. These two clusters largely overlapped and did not have many differentially expressed genes. We attributed this to a batch effect of the nuclei and cells. This resulted in a dataset of 42 robust clusters. Differentially expressed genes (Supplementary Data 5) were calculated for all clusters compared to all other clusters (min.pct = 0.25, logfc.threshold = 0.25). Cell-type annotation was based on the expression of vertebrate and invertebrate marker genes. Cell types were named based on their spatial localization and/or their neurotransmitter/neuropeptide phenotypes (Supplementary Data 4). The PrctCellExpringGene function was used to calculate the % of cells that expresses a certain gene (number of cells with raw counts >0). The differentiation state of all neuronal subtypes was assessed with iCytoTRACE^46^. The integrated dataset was subsetted for the nuclei and cells and iCytoTRACE was run on the raw count matrices (Supplementary Fig. 6). Bulk RNA-seq data from the adult nervous system of *O. vulgaris* was publicly available (https://www.ebi.ac.uk/biostudies/arrayexpress/studies/E-MTAB-3957?query=E-MTAB-3957)^49^. The top 100 differentially expressed genes between the optic lobes and the central brain were identified with DEseq2 and visualized with module scoring on the t-SNE plot (Supplementary Fig. 7). The central constellation was further analyzed by subclustering the data. The top 20 highly variable genes and transcription factors were identified and visualized in a dot plot (Supplementary Fig. 8c, d).

### Cross-species cell-type comparison

SAMap v0.1.6^60^ was used to compare our data to scRNA-seq datasets of different species to gain more information about the identity and evolution of the octopus cell types. The octopus paralarval brain dataset was mapped to a mouse brain dataset^59^ and to the adult fly brain^47^. Only alignment scores above 0.25 were considered to be of significance. Resulting annotations were visualized on the octopus t-SNE plot (Fig. 4) and listed in Supplementary Data 4.

### Cell-type tree construction

Transcription factors (TFs) were annotated with animalTFDB^104^ and Possvm^105^. To infer cell-type relationships, a neighbor-joining tree was constructed based on the averaged expression values per cluster for all genes as described previously^106^. Briefly, the R package Ape^107^ was used to construct the cell-type tree (B = 10,000) and iTOL^108^ for visualization. Bootstrap values between 50 and 100% were plotted on the tree branches with increasing dot size (Fig. 6a). Several gene sets were tested to construct the tree but using all the detected genes resulted in the highest bootstrap values.

### Transcription factors and cell-type specificity

Gene expression was averaged per cell type based on the SCT assay and TFs expressed in less than 20 cells were excluded. The tau value for all TFs was calculated using the tspex Python package (v0.6.2). TF family enrichment was calculated with GSEApy (v0.10.3) within the rank of tau (Fig. 6c, full results shown in Supplementary Data 7). The ComplexHeatmap R package was used for data visualization (Fig. 6d).

### Gene family enrichment analysis

Fisher’s exact test was performed to calculate statistical enrichment for recently expanded gene families such as PCDH, C2H2- ZnF, and GPCR. Contingency tables were constructed and we then compared the number of genes belonging to a certain gene family to all other genes present in that cell type versus all other cell types. Only genes with an avg_logFC of above 0.25 or below −0.25 were considered for this analysis (75 PCDH, 141 C2H2-ZnF, and 130 GPCR). Gene lists are available as Supplementary Data 8. Fisher’s exact tests for each cell type were followed by a Bonferroni correction for multiple testing with p.adjust() in R studio. Expression of octopus-specific genes was averaged per cell type based on the SCT assay and visualized on a scaled heatmap (Supplementary Fig. 21). The ComplexHeatmap R package was used for data visualization and significant enrichments were highlighted in red (Supplementary Fig. 21). The tau value was calculated for all PCDH with the tspex python package (v0.6.2) to analyze cell-type specificity.

### Statistics and reproducibility

We sequenced both the cellular and the nuclear transcriptomes and analyzed cell types present in both datasets. All probes for in situ hybridizations (colorimetric and HCR) were tested at least two times during different experiments (the exact number of replicates are detailed in Supplementary Data 6). Representative brain sections were chosen for each gene. Immunohistochemical stainings were repeated several times. Statistical analysis and data visualization was performed in R unless mentioned otherwise.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1 - 8

Reporting Summary

## Data Availability

The scRNA-seq and snRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE193622. The integrated and annotated datasets used in this study are also available online at https://scope.aertslab.org/#/Octopus_Brain/. SCope allows for easy simultaneous visualization of the expression of three genes while toggling between different embeddings. Marker gene lists can be downloaded here for different clusterings (Seurat clustering and the annotated clustering are also available in Supplementary Data 5). Different metrics can be visualized, such as the nCount, percent.mito, nFeature, and whether these originated from cells or nuclei (batch).

## Code availability

The R and python code that was used in this study is available on GitHub (https://github.com/SeuntjensLab/Styfhals_2022, https://github.com/rajewsky-lab/octopus_microRNAs/tree/main/gene_extension), and archived at Zenodo^109^.

How the deposited data were processed for this re-analysis (not part of the article)

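Single cells and single nuclei from brains of 1-day-old paralarvae were sequenced by the authors in 2 libraries, cells and nuclei, each from a pool of 30 brains. The authors counted UMIs per gene with Cell Ranger 5.0.1 with intronic reads kept, and the deposited counts are raw whole numbers for 25377 genes. The merged count table and the cell-type labels are also as deposited. The authors filtered, integrated and clustered the cells with Seurat 3.2.3 and kept the clusters that were stable under resampling. Reads were not realigned here.

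The cells library held 8564 annotated cells with a median of 5102 UMIs, and the nuclei library 8517 annotated nuclei with a median of 2462 UMIs. Annotated labels were used as they stand for 42 stable types. Cells called unstable or not separated were taken together as the central constellation. Non-neuronal types were GLIA1, GLIA2, GLIA3, EC, HC and FBL, and the stable neuronal clusters were all other stable types without PREC.

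For differences between groups of cells, counts were summed per library and group and fitted with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with the library as a block, TMM normalization and the Benjamini-Hochberg adjustment at 0.05. Genes were tested with at least 10 counts in 2 of the 4 sums. All adjusted p values of fold changes come from this fit. It leaves 1 residual degree of freedom, so the test rests on spread shared over genes, and very small p values reflect that sharing. In every group comparison but that of the central constellation the sharing was complete. A gene's own disagreement between the libraries then did not enter its p. Standard errors were derived from the same test and have the same limit. The fits were tested on simulated data. Simulated 4-fold changes were called in 95.3% of cases for the central constellation, 68.8% for the dual-transmitter cells and 51.5% for glia. The share was 28.4% for VL, 20.3% for EC, 7.69% for FBL, 6.25% for HC and 4.55% for precursors. Small groups can thus miss changes of that size. Each simulation changed few genes, at a single dispersion, while many genes differ in the data. Its adjusted threshold was then stricter, so these shares may be too low. Cells and nuclei were not tested against each other, since each kind has 1 library.

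Genes named in the text follow a rule. Named are each gene that the paper's text names for a conclusion and that Supplementary Data 4 pairs with a gene identifier, members of a list for the comparison it fits, and for each comparison the genes of largest fold change. The last are up to 10 higher genes with at least 50 CPM in the group in both libraries and up to 5 lower genes, all past the threshold and with the same direction in both libraries. Between libraries they are the 10 largest ratios each way among genes with at least 100 CPM. Values in Supplementary Data 4, 5, 7 and 8 and in the paper's figures had been seen when the rule was written.

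Shares of cells, genes per cell and genes found in the same cell were computed at 1 count and also after thinning each cell to 1000 UMIs (seed 1). Lists of neurotransmitter, neuropeptide, receptor, heat shock, immediate early, ribosomal protein, collagen, protocadherin and cell cycle genes were taken from the paper or the gene annotation. Medians of lists were ranked among 10000 random lists matched on expression. Tau was computed from mean log expression per type, and gene families were tested for enrichment with two-sided Fisher's exact tests and Bonferroni adjustment over 42 types. The tree was built with ape 5.8.1. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and scanpy 1.11.5.

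Doublets were scored with Scrublet per library. Its automatic threshold called 3 cells and 0 nuclei, so the highest scores at an expected rate of 6% were taken, which gave 531 cells and 590 nuclei. These stayed in the main analysis and were left out in an alternative. Other alternatives were DESeq2's size factors, DESeq2's Wald test (version 1.42.0), no filter on counts, no library block, other types weighted equally, each library alone, at least 2 counts in place of 1, other depths, other thresholds for families, and other genes or correlations for the tree. The scores of differentiation, the cross-species comparisons and the stainings of the paper were not analysed here. Results for some genes are not reported here.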

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

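Tests of lower yield for TBA8 and of cytoplasmic RNA for the heat shock genes were chosen after the results were seen. The other tests in this part were written down before the value each of them measures was seen.

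Heat shock genes, which the paper reports as a class without values, drew attention as a signal between the libraries that has no control sample, with a ratio of cells to nuclei of 4.20. The HSP70-like gene LOC115219887 alone had 9524 UMIs in cells and 4 in nuclei. A different mix of cell types would lower the ratio when types are weighted equally, but it was 5.39, which argues against that cause. The median ratio of heat shock genes was 0.535 of that of ribosomal protein genes, so loss of cytoplasmic RNA from nuclei may account for the list as a whole, while 6 heat shock genes had a ratio above the highest of any ribosomal protein gene, 7.20. That limit was too low to decide, since 29 of 6741 other protein-coding genes passed it as well. The highest ratio among them was 19.3, in a dnaJ homolog gene (LOC115210664), and the immediate early gene c-fos/kay had 18.5. These other genes are therefore not a set known to be unresponsive to dissociation. In 4 heat shock genes the ratio was at least 43.3, with lower limits of 34.9 or more, above all of these other genes, which argues against that loss as the whole cause for them. For the other 2, both HSP90 genes, it stays open. Induction during dissociation stays open for all 6, but preparation and kind of sample cannot be separated with 1 library of each.

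Among long non-coding RNA genes with at least 10 CPM, which the paper also reports as a class, 24.6% were more than 2-fold higher in nuclei. No explanation for single genes was tested.

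The type TBA8, which the paper's text does not discuss, had 64 cells and no nucleus, above the upper limit of 0.0352% that 0 nuclei set at the floor of 3 counts. A lower yield of nuclei from rare types is argued against by a median of 48 nuclei in other types of 40 to 90 cells. For a cluster made only by ribosomal protein RNA, 95.3% of its cells still lay nearest to the mean of its other cells with listed ribosomal genes left out. That list missed the genes of 40S ribosomal protein SA and 60S acidic ribosomal protein P1, at 5.73 and 5.09 times their level in other cells. The cells had also been grouped on these same counts, so the test cannot decide. Its nuclei may lie under another label, since 124 nuclei had at least 3 counts of its leading gene LOC115209845, but only 3 of the 64 TBA8 cells reach that count, so the gene cannot decide and this stays open. No biological explanation was tested, as both libraries come from the same age and tissue.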

How the results depend on the processing

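Alternatives for single cell types, protocadherins without those named Fat, unthinned counts for pairs of genes and the Scrublet threshold were chosen after seeing the data. The others were set before the data were examined, and each was run. The odds ratio of GPCRs in GABA at the threshold over 1 was 0, so its inverse has no value, nor was there one for the named genes that make up the lower totals given below. The causes of the changes below were not tested, unless the alternative itself gives them.

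No named gene past the threshold in the main fit changed direction in an alternative with a test. Among results not past it in the group comparisons, 3 changed direction with other types weighted equally. A further 1 did so with each of DESeq2's size factors, no library block, no Scrublet doublets and only the unstable clusters. For single types these were 2 with other types weighted equally and 1 with no filter on counts. In a single library some fold changes had the other sign, such as vacht in VL (-0.12 in cells) and eaat1 in IGL2-GLUT/DOP (-0.11 in nuclei). Of 254 named gene results in the group comparisons, 244 kept direction and side of the threshold with DESeq2's size factors, 239 with no filter on counts, 235 of 250 with DESeq2's Wald test, 247 of 253 without Scrublet doublets, 233 of 252 with other types weighted equally and 40 of 46 with only the unstable clusters as the central constellation. Without the cells library 101 fold changes and without the nuclei library 100 kept their sign and lay within a standard error of the main value. The other 153 and 154 lay further away or had the other sign, with no test in a single library.

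Leaving out the library block removed calls in most comparisons, though not all. Without it 64 of 254 named genes were no longer past the threshold and 189 kept their side, and of 74 results for single types 23 were no longer past it. With no block the genes higher and lower were 80 and 85 in VL, 692 and 59 in glia, 213 and 130 in precursors, 1 and 0 in the dual-transmitter type and 0 and 0 in the central constellation (138 and 156 at an unadjusted p under 0.05 in edgeR), and those lower were 84 in EC and 50 in HC. Genes higher were 449 in EC, rose from 350 to 414 in HC and stayed at 212 in FBL. The difference between cells and nuclei then counts as noise, by the construction of this alternative.

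With DESeq2's size factors 434 genes were higher in VL, and 458 were higher and 21 lower in FBL. Against the main scaling the median gene moved by 0.35 on the log2 scale in VL, 0.16 in the dual-transmitter type and 0.12 in both FBL and HC. DESeq2's Wald test called 319 higher in FBL and 241 in the central constellation, and called lower 473 in VL, 398 in EC, 46 in HC and 808 in the dual-transmitter type. With no filter on counts 385 were higher in VL and 855 higher and 659 lower in the central constellation, with 1054 lower in EC and 219 in HC. Without Scrublet doublets 1329 were lower in EC. With other types weighted equally 20 were lower in FBL, 373 higher and 253 lower in EC, 211 lower in HC, and 753 higher and 780 lower in the central constellation.

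Shares of cells with a UMI fell on thinning. At 1000 UMIs they were 64.4% for elav, 60.4% for onecut, 49.7% for vglut, 12.0% for vacht, 16.1% for th and 4.49% for gs2. At least 2 counts gave 75.8%, 70.8%, 50.6%, 16.0%, 15.8% and 3.48%. In the cells library alone they were 90.9% for elav, 88.6% for onecut, 61.0% for vglut, 32.8% for vacht and 29.1% for th, and in the nuclei alone 88.6%, 78.6%, 67.5%, 24.5% and 24.2%. Without Scrublet doublets onecut was 83.0%, vglut 63.4% and vacht 27.8%. Vglut had its larger share in the nuclei, although these held fewer UMIs.

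Between the libraries the heat shock ratio was 4.44 with the median ratio of expressed genes set to 1, 5.39 with types weighted equally and 4.61 over all barcodes. For long non-coding RNA these values were 0.876, 0.811 and 0.818. Over all barcodes the cells library held 14265 barcodes with a median of 1506 genes, and the nuclei 1351 genes, while the stated limits gave 2120 genes in cells.

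The difference in genes per cell between the central constellation and stable neurons was 5 in cells and 6 in nuclei at 500 UMIs, and 37 and 14 at 2000 UMIs. The ratio of th and vglut in the same cell to the product of shares was 1.11 in cells with unthinned counts, and 1.89 in cells and 1.70 in nuclei at 2 counts. For jeb and dscam it was 0.949 in cells at 2 counts.

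Protocadherins per cell were 9.35 over all cells, 9.61 in neuronal and 5.63 in non-neuronal cells after thinning, 10.6, 11.1 and 4.18 at 2 counts, 23.5, 23.9 and 8.86 in the cells library, and 20.9, 21.9 and 13.0 in the nuclei. Without genes named Fat they were 21.0, 21.8 and 11.3, and with stable types only 18.7 over all and 20.0 in neuronal cells.

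The percentile of median tau for zf-C2H2 was 97.91 in the cells library, 99.22 with no log, 95.32 for types with at least 100 cells and 2.35 without matching, which gave 86.7 for zf-H2C2_2, and bHLH fell to 87.58 in the nuclei. Enriched types were 1 for zinc fingers over 0.5, 1 for protocadherins and 7 for GPCRs over 1, 1 for zinc fingers in the cells library, and 3 for protocadherins and 8 for GPCRs in the nuclei. For GPCRs GABA was lost over 0.5, GABA, SERT and PEP-APWG over 1, and PEP-APWG in either library alone.

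Support for GLUT4, VL and CCAP was 45.8% with the 3000 most variable genes, 14.8% in the cells library and 0.7% with Spearman's correlation. The 3 glial types had 26.5% in the nuclei, EC with HC 0% there, and glia with EC and HC 0% in either library alone. Glia with EC, HC and FBL had 70.4% in the cells library and 100% with Spearman's correlation.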

Differences from the paper's values

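The alternatives named here were set before the data were examined, and none was added for this part.

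The paper gives 13 protocadherins outside the cluster, and 31 of those annotated lay on other sequences here. No alternative was set for this number. The paper's 159 clustered genes compare with 152 here.

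The supplement calls 1 cell type (the paper's value) enriched in protocadherins, and 8 were called here at the same level of adjusted p. The threshold over 1 gave 1 as well, but not OGL3-OA, the type of the paper (adjusted p = 1 by Fisher's exact test), while over 0.5, all genes of the annotation, the cells library and the nuclei library gave 6, 8, 8 and 3. For zinc fingers the p values listed in the supplement give 1 type, with a doubt given below. Here there were 0 by Fisher's exact test, with PREC at an unadjusted p of 0.00451. The threshold over 0.5 and the cells library gave 1, the paper's number, and over 1, all genes of the annotation and the nuclei library gave 0. For GPCRs the paper has 3 types and here there were 15. Over 0.5 and over 1 there were 13 and 7. All genes of the annotation, the cells library and the nuclei library gave 15, 14 and 8, also above the paper's 3.

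These numbers of the paper rest on reading its odds ratios as inverted. Under 0.05 the supplement has 4 types for protocadherins, 4 for zinc fingers and 5 for GPCRs, of which 1, 1 and 3 have an odds ratio under 1 and were taken as enriched, so odds ratios here were inverted for comparison. Its test took genes past 0.25 in either direction only, and that here includes genes not changed. The adjusted p listed there for zinc fingers, by Fisher's exact test, often lay close to that for protocadherins. In OGL3-OA they were 0.0176538 and 0.0168, in EC 0.00893585 and 0.0084, but in PREC 0.000310349 and 0.0042. The zinc finger odds ratio listed for OGL3-OA was 1.19962. Whether these p values belong to the zinc finger list could not be checked, so the paper's numbers of types for zinc fingers are uncertain. For zinc fingers in PREC the listed odds ratio was 0.518158 and the inverse here was close, at 0.524, with 0.301 over 1 and 0.807 in nuclei. For GPCRs in PEP-APWG the paper has 0.309058 and here it was 0.268, with 0.141 over 0.5 and 0.518 in cells. For protocadherins in OGL3-OA the paper has 0.392425 and here it was 0.118. It was 0.265 over 1, the nearest, 0.108 over 0.5 and 0.141 with all genes of the annotation. In cells it was 0.245 and in nuclei 0.130, and all of these lay below the paper's value. For GPCRs in GABA the paper has 0.335663 and here it was 0.108. It was 0.199 over 0.5, 0.108 with all genes of the annotation, 0.123 in cells and 0.164 in nuclei, all lower. Over 1 there was no inverse, since the odds ratio was 0. For GPCRs in SERT the paper has 0.35948 and here it was 0.179. It was 0.261 in cells, the nearest, and 0.247 in nuclei. Over 0.5 it was 0.114, over 1 0.129 and with all genes of the annotation 0.179, and all of these lay below the paper's value.

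The paper's medians of 1351 genes in nuclei and 1506 in cells equal those over all barcodes, while the annotated barcodes had 1316 and 2121.

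Some statements of the paper on genes did not pass the test here, which takes libraries and not cells as replicates. The paper lists pka-c, mef2 and zfh2 among genes of VL, the last 2 by a threshold on the fold change of cells, and their log2 fold changes were 0.79 (adjusted p = 0.137), 0.46 (0.643) and 0.18 (0.925), while dnc and mblk passed. Mef2 lies above the paper's threshold of 0.25, and only 1.54% of simulated 2-fold changes in VL were called, so not passing says little. It describes VL as cholinergic, from stainings, and vacht had 0.15 there (adjusted p = 0.925), with a UMI in 38.5% of VL cells. It gives grm3 for GLIA2, with 1.44 here (adjusted p = 0.372), where dchsl1, dchsl2, cdh23 and slc6a2 passed. It gives pnt for every glial type, and GLIA3 had 1.16 (adjusted p = 0.891), while GLIA1 and GLIA2 passed. It gives sox5/6/13 for HC, with 0.93 here (adjusted p = 0.836), while EC passed. In HC 0% of simulated 2-fold and 6.25% of 4-fold changes were called, so a value of this size may be missed. Such simulations, with few genes changed, may understate what is called in the data. For mblk in GLUT4 and CCAP the values were 0.49 (adjusted p = 0.946) and 1.08 (0.652). It places tfam outside the central constellation, with -0.60 here (adjusted p = 0.110), while dimm, rn/sqz and bcl11a/b passed. It gives eaat1 for IGL2-GLUT/DOP, with 0.32 here (adjusted p = 0.0574).

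The paper names GLIA3 among types with fewer nuclei, and its ratio of cells to nuclei was 0.918 (95% interval 0.383 to 2.18). At 1000 UMIs IGL3 had a median of 669 genes in cells and 675 in nuclei, below the 702 and 690 of stable neurons. SUB and SERT lay above these. Without thinning, over both libraries, IGL3 had 1790 genes against 1629.5 in stable neurons, so its place depends on the thinning. The paper, by a score on raw counts that was not computed here, places IGL3 among types of high diversity. It separates jeb and dscam into different OGL2-DOP cells, and also by position, with dscam further inside the layer and jeb further outside. Positions were not analysed here. By UMIs, both genes were found together at 1.25 times the product of their shares. Protocadherins here had a median in cells of 17.2 CPM in the cluster and 0.512 CPM outside. These medians are over all types, for genes grouped by annotated name and sequence, and levels of single types were not compared. The paper sees no clear difference by genomic place, between 159 clustered and 13 other genes of its curated annotation. It sets FBL with neurons in its tree, and here its smallest branch over both libraries held glia, EC, HC, PREC and TBA8 (support 90.3%), and FBL joined EC and HC in 100% of bootstraps in the cells library, while its highest correlation over both libraries was with PEP-Fmrfa3 (0.938).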

Other observations

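Tests of doublets and of misplaced neurons in this part were chosen after the result was seen.

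FBL nuclei held RNA of neurons, with 14.2 UMIs of 5 neuron marker genes per 1000 UMIs against 5.32 in FBL cells and 15.7 in nuclei of neurons. An excess in nuclei over cells was not particular to FBL. It was 11.2 against 3.16 in HC, 10.25 against 3.50 in GLIA3, 7.66 against 3.09 in EC and 6.80 against 3.12 in GLIA1. Doublets with neurons would hold more UMIs than other nuclei, but the ratio of medians was 0.604, which argues against them. Nuclei with at least 4 muscle and collagen counts held 0.883 of the neuron gene counts of neurons. That argues against wrongly placed neurons without muscle and collagen RNA as the source. Neuron nuclei that had taken up such RNA would look the same, so for these the test cannot decide. Free RNA from other cells may be the source, but the median variance to mean ratio of neurotransmitter and neuropeptide genes with at least 20 counts was 1.38, between the values set for and against it, so this stays open. No biological explanation was tested.

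Central constellation cells had more of the neuropeptide genes lasglva-like (LOC115222309), by 1.43 on the log2 scale (adjusted p = 0.00887), and allostatin (LOC115211916), by 1.24 (adjusted p = 0.00930). The transcription factor gene arid3 (LOC115209430) was higher by 2.17 (adjusted p = 0.00270).

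Nuclei held more of abcf2 (LOC115228388), with 443 CPM against 24.3 CPM in cells.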
